# Orco-dependent survival of odorant receptor neurons in ants

**DOI:** 10.1126/sciadv.adk9000

**Published:** 2024-06-07

**Authors:** Bogdan Sieriebriennikov, Kayli R. Sieber, Olena Kolumba, Jakub Mlejnek, Shadi Jafari, Hua Yan

## Abstract

Olfaction is essential for complex social behavior in insects. To discriminate complex social cues, ants evolved an expanded number of *odorant receptor* (*Or*) genes. Mutations in the obligate odorant co-receptor gene *orco* lead to the loss of ~80% of the antennal lobe glomeruli in the jumping ant *Harpegnathos saltator*. However, the cellular mechanism remains unclear. Here, we demonstrate massive apoptosis of odorant receptor neurons (ORNs) in the mid to late stages of pupal development, possibly due to ER stress in the absence of Orco. Further bulk and single-nucleus transcriptome analysis shows that, although most *orco*-expressing ORNs die in *orco* mutants, a small proportion of them survive: They express *ionotropic receptor* (*Ir*) genes that form IR complexes. In addition, we found that some *Or* genes are expressed in mechanosensory neurons and nonneuronal cells, possibly due to leaky regulation from nearby non-*Or* genes. Our findings provide a comprehensive overview of ORN development and *Or* expression in *H. saltator*.

## INTRODUCTION

The emergence of eusociality is a major evolutionary transition (*1*). Eusociality refers to a complex social system in which overlapping generations live together, wherein one or a few colony members reproduce and others cooperate for brood care or other specialized tasks, known as division of labor (*2*). This system is observed in several insect families, including ants, bees, and wasps in the order Hymenoptera, as well as termites, which have all evolved highly cooperative social behavior. In these insects, social recognition is critical for maintaining proper colony function. Sensory systems, and chemosensory communication via pheromones in particular, play a crucial role in social behavior by allowing individuals to recognize and communicate with each other. Antennae are the major anatomical organs involved in insect chemosensation. They have hair-like structures called sensilla, which house the dendrites of odorant receptor neurons (ORNs) (Fig. 1A). The pheromone-sensing role of ORNs is essential for eusocial insects to achieve social recognition. Thus, deciphering the mechanisms underlying social communication requires understanding the development and function of ORNs.

**Fig. 1.**
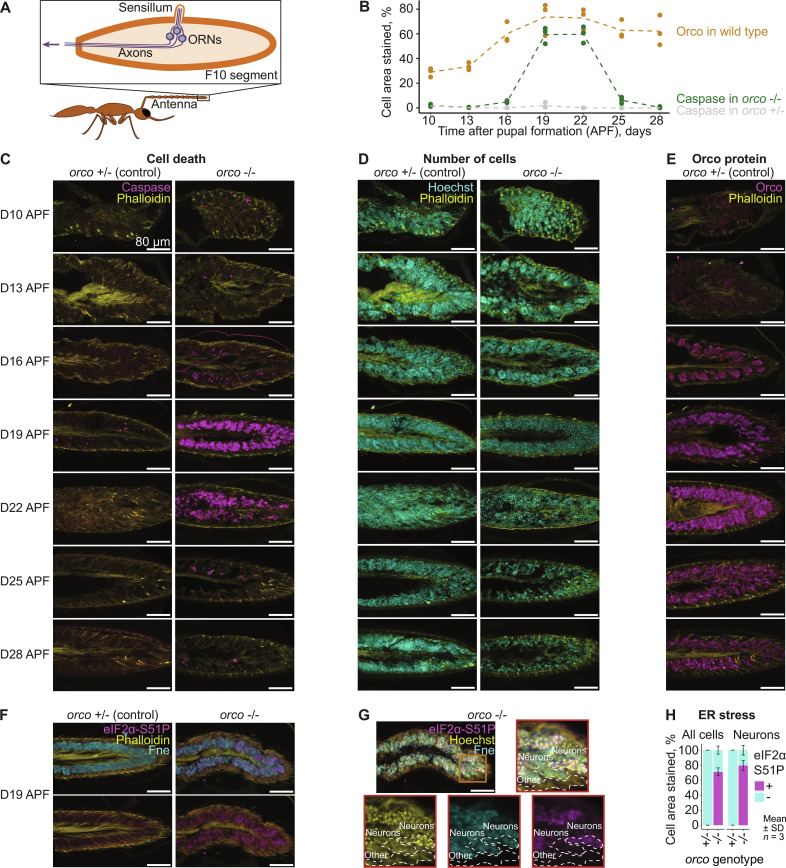
Temporal relationship between cell death and *orco* expression. (**A**) Simplified diagram illustrating the internal antennal structure of the olfactory system in ants. (**B**) Quantification of immunohistochemistry stainings shown in (C) to (E). Each individual point is a single replicate image. The dashed line connects the means of different time points for each protein-by-genotype combination. (**C** and **D**) Representative immunohistochemistry images of sectioned pupal antennae demonstrating the relationship between genotype [*orco* +/− (left) and *orco* −/− (right)], age [D10 APF (top) through D28 APF (bottom)], and cell death. Cell death is shown by the apoptotic marker cleaved caspase-3 (magenta) in (C), and temporal changes in cell density are shown via Hoechst (cyan) in (D). (**E**) Representative immunohistochemistry images of sectioned pupal antennae demonstrating the relationship between age [indicated as in (C) and (D)] and prevalence of Orco (magenta). (**F** and **G**) Representative immunohistochemistry images of sectioned pupal antennae demonstrating the relationship between genotype [*orco* +/− (left) and *orco* −/− (right)] and ER stress in the stage of peak apoptosis (D19 APF). ER stress is marked by phospho-eIF2α (Ser^51^) (magenta), and neurons are marked by Fne (cyan). The rightmost panels include a nuclei marker (Hoechst) and a magnified view of the distal end of the flagellum (red box), where three distinct groups of cells can be seen: (i) neurons experiencing ER stress (top dashed cluster), (ii) neurons not experiencing ER stress (middle dashed cluster), and (iii) nonneuronal cells not experiencing ER stress (bottom dashed cluster). (**H**) Quantification of immunohistochemistry staining shown in (G). Stacked bar plot represents average percent of cell or neuron area stained for phospho-eIF2α (Ser^51^) across replicates. Magenta, phospho-eIF2α (Ser^51^)–positive area; cyan, phospho-eIF2α (Ser^51^)–negative area.

The architecture of the olfactory system in insects (predominantly studied in *Drosophila*) largely follows the rule of “one neuron, one receptor,” similar to vertebrates (*3*). Each ORN selectively expresses a single odor-sensing (tuning) receptor from one of the three major gene families—*odorant receptors* (*Or*), *ionotropic receptors* (*Ir*), or *gustatory receptors* (*Gr*) (*4*, *5*). While all vertebrate and nematode olfactory receptors are G protein–coupled receptors (*6*, *7*), tuning ORs in insects bind to an obligate co-receptor (Orco), forming ligand-gated ion channels (*8*–*12*). Most insect species, including *Drosophila*, have fewer than 100 *Or* genes (*4*, *13*); however, this number is markedly expanded in hymenopteran insects, a feature considered pre-adaptive to social evolution (*5*). Further expansion in ants (300 to 500 *Or* genes) may have facilitated the recognition of complex social cues. In *Drosophila*, all ORNs that express the same tuning *Or* project axons to the same glomerulus in the antennal lobe (AL) of the brain, where they synapse onto projection neurons that transmit information into the central brain (*3*, *5*). Consistent with the expansion of *Or* genes in ants, the number of AL glomeruli has also increased from 60 in *Drosophila* to 270 to 500 in female ants (*14*–*16*). In summary, ants have an expanded number of both *Or* genes and AL glomeruli, but it is unclear whether the same developmental paradigms as in *Drosophila* exist in ants to control the production of this expanded array of ORNs.

Until recently, studies of the biological function of ORs and ORNs in eusocial insects were limited by a lack of genetic tools. This has been overcome by the development of *orco* mutant ants via CRISPR/Cas9 and subsequent phenotypic analyses (*15*, *16*). We have previously found that *orco* mutation in the jumping ant *Harpegnathos saltator* abolishes all OR-mediated olfactory sensation. Furthermore, mutant animals display communication deficits and abnormal behaviors, such as “wandering” outside the nest, antennal twitching in the absence of an external stimulus, and inability to communicate with conspecifics (*16*). Unlike in *Drosophila* where Orco is only required for the prolonged survival of ORNs in adults but not for their development (*17*, *18*), the loss of Orco in *H. saltator* markedly reduces the number of ORNs in antennae and the number of AL glomeruli in newborn ants (*16*). The same phenotypes have been found in the clonal raider ant *Ooceraea biroi* (*15*) and the honeybee *Apis mellifera* (*19*), showing that social hymenopterans with their expanded *Or* repertoire require Orco for proper ORN development.

The exact sequence of developmental events and the underlying molecular mechanisms leading to the reduced numbers of antennal cells and AL glomeruli observed in *orco* mutants remain unknown. Are these phenotypes a result of ORN apoptosis or other developmental events? If the former, is it due to improper receptor trafficking or to the absence of neuronal activity (*20*, *21*)? We show that all *Or*-expressing ORNs undergo massive apoptosis when Orco is absent, possibly triggered by endoplasmic reticulum (ER) stress. Only a small proportion of *orco*-expressing cells survive. These ORNs coexpress genes encoding IRs along with IR co-receptors (Ircos). In addition, we found that some *Or* genes are also expressed in nonneuronal antennal cells that do not need Orco to survive. This *Or* gene expression might be spurious due to the leaky regulation of a neighboring gene in these cells.

## RESULTS

### ORNs undergo apoptosis during pupal development in *orco* mutants

To address the events leading to the reduction in antennal ORNs in adult *orco* mutant ants, we performed immunostaining of antennae across pupal development. The duration of pupation in *H. saltator* is approximately 30 days (*22*). Homozygous *orco* mutant and heterozygous control (*16*) pupae were harvested at seven developmental stages: D10, D13, D16, D19, D22, D25, and D28, representing 10 to 28 days after puparium formation (APF). Their antennae were immunostained with antibodies against cleaved caspase-3 as a marker of programmed cell death (apoptosis), in conjunction with the nuclear marker Hoechst to confirm the loss of ORNs in late-stage pupae. In *Drosophila*, apoptosis of some ORNs normally occurs during neurogenesis (22 to 24 hours APF, which roughly translates to D7 APF in *H. saltator*) to eliminate extraneous ORNs during asymmetrical divisions of sensory organ precursor (SOP) cells (*5*, *23*–*26*). Consistently, in heterozygous ant pupae, we observed occasional apoptosis (~0 to 2% of total cells in the antenna) at the earliest time point examined (D10 APF), and a second small increase in the number of apoptotic cells at D19 (Fig. 1, B and C), although the cause remains unclear. In the early days of development, homozygous pupae resembled heterozygotes closely in patterns of cell death, only beginning to diverge around D16. In *orco* mutant pupae, apoptosis greatly increased and was much more prevalent than their heterozygous counterparts, peaking between D19 and D22, and then ceasing around D25 to D28 (Fig. 1, B to D). Within the antennae, neuronal cells can be differentiated from other cell types based on location (deep below the cuticle, around the central axon bundle) and the shape of their nuclei (round and in cell clusters). Furthermore, neuronal cells (especially ORNs) make up the majority of antennal cells. On the basis of these features, we could infer that the dying cells are ORNs. In summary, a massive wave of apoptosis in mid-pupation (D19 and D22) leads to a greatly reduced ORN population by the end of pupation.

We also tracked the temporal pattern of Orco protein expression in developing heterozygous pupae. In pupae younger than D16, Orco stained faintly (Fig. 1, B and E). Then, the intensity of Orco staining greatly increased and peaked at D19 (Fig. 1, B and E). Orco stained cells in grape-like clusters from D10 to D16 (Fig. 1E). Beyond this period, the cell clusters became larger, while the boundary between cells was less obvious (Fig. 1, D and E). Therefore, the massive apoptosis in homozygous mutant pupae (D19 to D22) occurs after a marked increase in Orco protein in the control pupae. Homozygous pupae were also stained in parallel as a control for our Orco antibody; as expected, their antennae did not exhibit any Orco signal (fig. S1).

A potential cause of ORN apoptosis is disrupted trafficking of OR proteins to dendrites. In *Drosophila*, Orco plays a role in protein trafficking (*27*), the disruption of which could result in accumulation of OR proteins in the ER. This results in cellular stress and eventually apoptosis. The role of Orco in ER stress has not been established in ants. To explore this possibility, we performed further immunostaining to target eIF2α phosphorylated at Ser^51^, a marker of ER stress in *Drosophila* (*28*). We stained D19 APF antennae of heterozygous and homozygous individuals, as this stage correlates with peak apoptosis. Costaining with a neuronal marker (Fne, LOC105190174) showed that many (but not all) neurons in homozygous pupae experience ER stress (Fig. 1, F to H); however, due to the antibodies for phospho-eIF2α and cleaved caspase-3 sharing the same host species, we could not confirm that it was specifically the stressed cells that were undergoing apoptosis. Additionally, we looked for evidence of expression changes of ER stress marker genes in RNA-sequencing (RNA-seq) data (see below) but found little difference between mutant and wild type (WT) (fig. S2, E and F). 

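The ER stress markers shown in fig. S2, E and F, are Hsc70-3 (LOC105181048) and Xbp1 (LOC109504605). Read counts of both genes in antennae of orco mutant and WT pupae were compared at each stage with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over 11086 genes. The normalized count of Hsc70-3 in WT antennae was 16899 ± 969.7 (SD, n = 3) at D10, 29890.4 ± 6202 (SD, n = 4) at D15, 11833 ± 1891 (SD, n = 4) at D20, and 10338 ± 1783 (SD, n = 4) at D25. In mutant antennae, it was 17829.6 ± 2176, 28169.6 ± 5757, 10522 ± 933 and 10947 ± 859.7 at the same stages (SD, n = 3 each). The log2 fold change of mutants over WT was 0.05 at D10, −0.12 at D15, −0.20 at D20, and 0.08 at D25, with standard errors of 0.20 to 0.21 and adjusted p-values of at least 0.740 by edgeR's test with Benjamini-Hochberg adjustment. The sign at D10 and D25 did not hold in every fit. With sequencing batch as a term in the model, these values were −0.18 and −0.026. Without mutant D10 replicate 3, the D10 value was −0.037. Scaled by library size only, the D25 value was −0.56. The normalized count of Xbp1 was 7538 ± 2209 (SD, n = 4) in WT and 3887 ± 1370 (SD, n = 3) in mutant antennae at D20, a log2 fold change of −0.99 (standard error 0.33, adjusted p = 0.0980 by the same test). The alternative that moved it most was the batch term, with a log2 fold change of −1.32 and an adjusted p of 0.00253, and across the 5 alternatives the adjusted p ranged from 0.00253 to 0.253 (edgeR or DESeq2, Benjamini-Hochberg). At the other stages, the log2 fold change of Xbp1 was −0.13 at D10, −0.25 at D15, and −0.25 at D25, with adjusted p-values of at least 0.605 (edgeR, Benjamini-Hochberg). It was 0.018 at D10 when scaled by library size only, and 0.16 at D25 without WT D25 replicate 4. A list of 25 ER stress genes was tested as a set with fry of limma, a rotation test that allows for correlation between genes, two-sided, with Benjamini-Hochberg adjustment over the 91 set tests of each model. The list was lower in mutants at D15 (adjusted p = 0.0119), also with the batch term (adjusted p = 0.0364), but not by library size only (adjusted p = 0.617). No difference passed the threshold at D10, D20, or D25, with adjusted p-values of at least 0.149, the lowest at D25 toward higher in mutants. Leaving out mutant D20 replicate 1 gave an adjusted p of 0.0252 toward lower for D20, leaving out WT D25 replicate 4 gave 0.0598 for D25, and library size only turned D25 toward lower in mutants (adjusted p = 0.00390). These mRNA levels do not measure phosphorylation of eIF2α.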

In summary, the massive wave of apoptosis in the mutant mid-pupae may be triggered by ER stress, as suggested by eIF2α-Ser51P staining. The ER stress may be caused by the inability of OR to traffic to dendrites without Orco.

### ORNs express *Or* genes before cell death in *orco* mutants

After establishing the potential link between ORN apoptosis and the increase in Orco expression, we asked two questions aiming to further understand the developmental context of these events: (i) Does the cell death promptly follow neurogenesis or does it occur at a later developmental stage? (ii) Are tuning *Ors*, like *orco*, expressed before the initiation of cell death? To address these questions, we performed bulk RNA-seq on WT and mutant antennae at D10, D15, D20, and D25 APF.

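Antennae from pupae at 10, 15, 20, and 25 days APF gave 27 libraries, with 3 libraries from WT at D10, 4 from WT at each later stage, and 3 from mutants at each stage. The libraries were sequenced in several rounds, which form 3 sequencing batches. WT replicates 1 to 3 of every stage, mutant D10 replicate 1, and mutant D20 replicate 1 belong to batch 1. Mutant D10 replicates 2 and 3 and mutant D15 replicate 1 belong to batch 2, and all other libraries, including WT replicate 4 of D15, D20, and D25, belong to batch 3. The authors mapped the reads to the H. saltator genome with STAR and deposited the number of reads counted on each of 14407 genes, without normalization. The counts without regard to strand were used, since 49.9 to 50.7% of stranded counts lay on the sense strand. Between 3454610 and 52275933 reads per library were counted on genes, with a median of 22719131. The median was 21064359 in WT and 5205684 in mutants at D10, 17023000.5 and 34260582 at D15, 24080455.5 and 34322479 at D20, and 17989851.5 and 49835402 at D25. The gene with the most reads took between 0.779 and 40.4% of a library's counts. Replicates differed by more than counting error in all 33 pairs compared, with a chi-square per degree of freedom of at least 20.3, so every test rests on the spread between libraries. All libraries were fitted in one model with a group for each genotype and stage, after TMM normalization, on the genes with a mean of at least 10 counts per library. At an adjusted p under 0.05 (edgeR's two-sided quasi-likelihood test, Benjamini-Hochberg), 22 genes differed between mutants and WT at D10, of which 19 were higher in mutants. At D15, the only gene was ChAT (LOC109504566), with a log2 fold change of −2.07 (standard error 0.31, adjusted p = 0.0114), which did not pass without WT D15 replicate 1 or without any 1 of the 3 mutant D15 libraries (adjusted p of up to 0.238), and 1064 genes had an unadjusted p under 0.05. At D20, 83 genes were higher and 442 lower in mutants, and at D25, 574 were higher and 1254 lower. The alternatives that moved these counts most were DESeq2's own test at D10 (172 genes) and D15 (94 genes) and at D20 replicate number as a term (835 genes). At D25, it was scaling by library size only (4672 genes), which moved the median log2 fold change of all genes to −0.63 at D25 and to 0.12 at D10. With sequencing batch as a term, the counts were 0 at D10 and 0 at D15, where 442 and 760 genes had an unadjusted p under 0.05, and 589 at D20 and 931 at D25. Single libraries also moved the counts. Without mutant D10 replicate 1, 159 genes differed at D10, and without mutant D10 replicate 3, 0 did. At D15 the count was 19 without WT D15 replicate 4, at D20 329 without mutant D20 replicate 3, and at D25 3980 without WT D25 replicate 4 and 707 without mutant D25 replicate 1.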

Principal components analysis (PCA) showed that developmental stage was the primary source of variance in gene expression (Fig. 2A). 

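The PCA was computed on variance-stabilized counts (DESeq2) of the 13730 genes with at least 1 count, centered and not scaled. PC1 held 41.2% of the variance and PC2 15.8%. Differences between the 4 stages made up 95.2% of the variance of PC1 and 56.9% of that of PC2. Genotype made up 0.00303% of PC1 and 3.63% of PC2. Sequencing batch, which is unevenly spread over the stages, made up 18.7% and 27.5%. Leaving out each of the 27 libraries in turn kept the stage share of PC1 between 94.7 and 98.4%. The alternative that moved these shares most was scaling each gene to unit variance, with 24.5% of the variance on PC1 and a stage share of 38.9%.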

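Sets of 750 genes were taken from the ends of the first 2 principal components of all genes, at the D10 end of PC1, the D15 end of PC2, and the D20 to D25 end of PC1. Each gene was scaled to its highest group mean. The genes at the D10 end had a mean scaled expression of 0.791 ± 0.0257 (SD, n = 3 libraries) in WT and 0.721 ± 0.0580 (SD, n = 3) in mutants at D10, falling to 0.238 and 0.198 at D25. Those at the D15 end of PC2 reached 0.663 ± 0.237 (SD, n = 4) in WT and 0.733 ± 0.361 (SD, n = 3) in mutants at D15, from 0.125 and 0.210 at D10. At D20 they stood at 0.435 in WT and 0.523 in mutants. The WT libraries of batch 1 lay at 0.533 to 0.984 at D15 and 0.234 to 0.381 at D20. In batch 3 the order was reversed. WT replicate 4 stood at 0.444 at D15 and 0.843 at D20. Mutant replicates 2 and 3 stood at 0.524 each at D15, and at 0.651 and 0.726 at D20. Mutant D15 replicate 1, of batch 2, stood at 1.15. Those at the late end of PC1 rose in WT to 0.532 ± 0.0480 (SD, n = 4) at D20 and were at 0.500 at D25, and in mutants stood at 0.669 and 0.670 at these stages. With genes scaled to unit variance, only 45, 27, and 60 genes of each set were shared with these, and the D15 set was highest at D10 in both genotypes, at 0.885 in WT and 0.861 in mutants. The 3 sets held 46, 89, and 1 Or genes. Mcm2 (LOC105180654), in the D10 set, had a normalized count of 625 ± 40.2 (SD, n = 3) at D10 and 198 ± 101 (SD, n = 4) at D15 in WT, a log2 fold change of −1.70 (standard error 0.34, adjusted p = 0.00109 by edgeR's test with Benjamini-Hochberg adjustment). In mutants, the change was −1.27 (standard error 0.37, adjusted p = 0.0352, edgeR, Benjamini-Hochberg), and it did not pass the threshold without mutant D10 replicate 1 or 2, or without mutant D15 replicate 1 or 2 (adjusted p of up to 0.180). The calcium channel gene cac (LOC105185443), in the D15 set, rose in WT from 209.5 ± 29.6 (SD, n = 3) at D10 to 1478 ± 525 (SD, n = 4) at D15, a log2 fold change of 2.77 (standard error 0.57, adjusted p = 0.00125, edgeR, Benjamini-Hochberg), and was at 1863 ± 780 at D25 (SD, n = 4). A glucose dehydrogenase gene (LOC105186084), in the late set, rose in WT between D15 and D20 by a log2 fold change of 2.68 (standard error 0.76, adjusted p = 0.0224, edgeR, Benjamini-Hochberg), and in mutants by 4.90 (standard error 0.98, adjusted p = 0.00104, edgeR, Benjamini-Hochberg). The WT value rests on WT D15 replicate 3, whose group ranged from 17.6 to 1104 normalized counts. Without this library it was 4.90, and without WT D15 replicate 1 or 2 it did not pass the threshold (adjusted p of up to 0.0738). A difference between the genotypes in this rise was not detected (interaction 2.22, standard error 1.12), and the interaction was 0.017 without WT D15 replicate 3.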

We identified that “early genes” (expression peaking at D10) were enriched for mitotic terms, “intermediate genes” (expression peaking at D15) were enriched for terms associated with differentiation of neurons and nonneurons, as well as neuronal activity, and “late genes” (expression plateauing at D20) were enriched for metabolic terms (Fig. 2D and fig. S2, A to C and G). These data suggested that the peak of cell death in *orco* mutants observed at D19 and D22 occurred long after SOP division (unlike the programmed cell death in dividing ORNs in *Drosophila*).

**Fig. 2.**
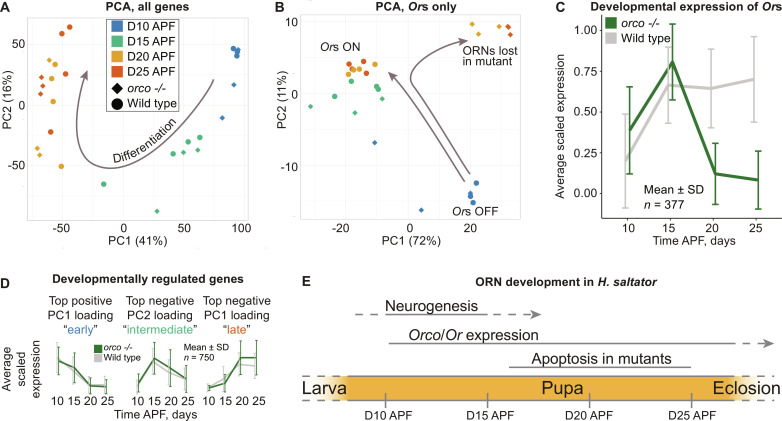
Developmental trajectory in WT and *orco* mutant antennae. (**A**) Whole transcriptome–based PCA of bulk RNA-seq samples collected from WT and mutant pupae of different ages. Percentages represent the amount of variance explained by each PC. The arrow illustrates the developmental trajectory from D10 to D25. (**B**) PCA based on *Or* genes only. The arrows illustrate WT and mutant developmental trajectories. (**C**) Expression pattern of *Or* genes. The line represents average expression across genes after scaling the expression of each gene to its maximum expression value. The error bars represent SD in the scaled expression values across genes. (**D**) Identification strategy and expression patterns of the “early,” “intermediate,” and “late” gene sets. The line represents average expression across genes after scaling the expression of each gene to its maximum expression value. The error bars represent SD in the scaled expression values across genes. (**E**) Summary of olfactory developmental process in *H. saltator*: Cell divisions that presumably produce neurons occur during D10 to D15 (APF); *Or* and *orco* mRNAs are visible at D10 and reach their peaks at D15, and Orco protein level increases from D10 and peaks at D19; in the mutant, apoptosis starts at D16, peaks at D19 to D22, and fades at D25.

For *Or* genes, both PCA (Fig. 2B) and developmental expression profile of *Or* genes (Fig. 2C) showed that expression of *Ors* started at D10, increased markedly between D10 and D15, and remained largely stable after D15 in WT pupae. 

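The 377 Or genes of Table S1, orco included, were normalized by DESeq2's size factors and each scaled to its highest group mean, and the mean over genes was taken in every library. In WT antennae, it was 0.199 ± 0.0272 (SD, n = 3) at D10, 0.665 ± 0.197 (SD, n = 4) at D15, 0.644 ± 0.117 (SD, n = 4) at D20, and 0.701 ± 0.0660 (SD, n = 4) at D25. All D15 libraries lay above all D10 libraries, a difference of 0.466 (two-sided exact permutation test, p = 0.0571, the smallest p that 4 libraries against 3 allow). Between D15 and D20, the mean changed by −0.0204 (exact permutation test, p = 0.857), and between D20 and D25 by 0.0561 (exact permutation test, p = 0.514), where the smallest p is 0.0286. Over the 10 comparisons of this kind, no Benjamini-Hochberg adjusted p was under 0.190. The alternative that moved the WT values most was library size only, with 0.445 at D20 and 0.438 at D25. In the edgeR model, 360 Or genes passed the count minimum. Between D10 and D15 in WT, 244 were higher and 14 lower at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), and 257 and 21 when adjusted over the list alone. Their median log2 fold change was 3.37, or 3.16 with the 99 genes that had at most 3 counts in every D10 library set at their bound (fry of limma, two-sided, adjusted p = 1.41e-04 by Benjamini-Hochberg over 91 set tests). As a set, Or genes did not differ between D15 and D20 (fry, adjusted p = 0.988) or between D20 and D25 (fry, adjusted p = 0.822). By library size only, the test between D15 and D20 gave an adjusted p of 0.102 toward lower, where all genes shifted by a median of −0.80 and Or genes by −0.81. In the PCA of Or genes, PC1 held 71.8% of the variance and PC2 10.9%. Genotype and stage together made up 91.3% of the variance of PC1, stage alone 27.7%, and genotype alone 21.2%.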

In *orco* mutant pupae, however, although a similar pattern was observed at D10 and D15, *Or* expression dropped sharply between D15 and D20 and remained low at D25 (Fig. 2C). 

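In orco mutant antennae, the mean scaled expression of Or genes was 0.387 ± 0.189 at D10, 0.807 ± 0.445 at D15, 0.121 ± 0.0399 at D20, and 0.0826 ± 0.0045 at D25 (SD, n = 3 libraries each). At D20 and D25, every mutant library lay below every WT library, by mean differences of −0.524 and −0.618 (two-sided exact permutation tests, p = 0.0571 at each stage, the smallest p that 3 libraries against 4 allow). Scaled by library size only, these differences were −0.359 and −0.396. Within batch 1, the D20 difference was −0.545, and within batch 3 it was −0.566 at D20 and −0.681 at D25. At D10, the difference of 0.188 was within the spread of the mutant libraries (exact permutation test, p = 0.2, where the smallest p is 0.1). Mutant D10 replicate 1, the 1 mutant library of that stage sequenced with the WT libraries, stood at 0.214 among them, and replicates 2 and 3 at 0.360 and 0.588. The difference was 0.0863 without replicate 3. At D15, the difference of 0.142 (exact permutation test, p = 0.686) rested on mutant D15 replicate 1, at 1.30, and was −0.108 without it. The Or genes as a set were higher in mutants at D10 (fry of limma, two-sided, adjusted p = 0.0304 by Benjamini-Hochberg over 91 set tests), with 17 genes higher and 0 lower at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), and 142 higher and 4 lower when adjusted over the list alone. This set test did not pass the threshold with the batch term (adjusted p = 0.472), without mutant D10 replicate 2 (adjusted p = 0.0623) or 3 (adjusted p = 0.191), or without WT D10 replicate 1 (adjusted p = 0.0579), 2 (adjusted p = 0.0909), or 3 (adjusted p = 0.0682). Adjusted over the 5 set tests of Or genes alone, it was 0.0104 with all libraries, and among the 6 fits without 1 D10 library it missed the threshold only without mutant replicate 3. At D15, the set did not differ (fry, adjusted p = 0.659), and 0 Or genes differed by either adjustment. Under camera with its preset correlation the set was higher at D15 (adjusted p = 0.00867), a call that fry does not make, while the camera calls at the other 3 stages held under fry. With the batch term, or without mutant D15 replicate 1, the set turned toward lower at D15, with an adjusted p of 0.348 and 0.747. At D20, 230 Or genes were lower and 0 higher in mutants (edgeR, Benjamini-Hochberg), and 294 lower and 1 higher when adjusted over the list alone. Their median log2 fold change was −3.57, or −3.26 with the 69 genes that had at most 3 counts in every mutant library set at their bound (fry, adjusted p = 7.11e-06). At D25, 305 differed, of which 2 were higher, and 320 were lower and 4 higher when adjusted over the list alone. The median was −5.12, or −3.73 with 198 such genes at their bound (fry, adjusted p = 1.89e-06). At D20, HsOr265 was at least 48.6-fold and HsOr277 at least 41.1-fold lower in mutants. At D25, HsOr208 was at least 45.4-fold and HsOr156 at least 44.3-fold lower. Many Or genes lie in arrays of similar genes, so counts of single members are uncertain where reads could be shared. The drop from D15 to D20 was larger in mutants than in WT, as tested by the interaction of genotype and stage (fry, adjusted p = 3.02e-05), also with the batch term (adjusted p = 7.88e-06).

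**Figure D1:**
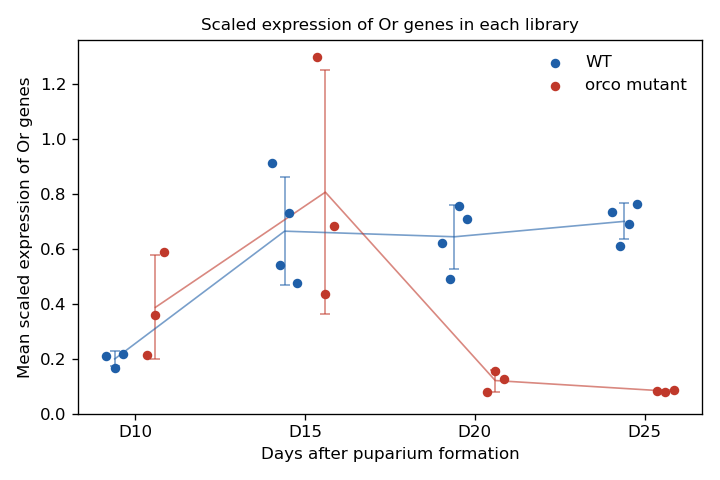
Mean scaled expression of Or genes in each library (vertical axis, each gene relative to its highest group mean) against days after puparium formation, for WT and orco mutant antennae. Points are libraries, lines join group means, and bars are SD over libraries. At D20 and D25 the mutant libraries lie below all WT libraries, also when scaled by library size only, and at D15 mutant replicate 1 lies at 1.30.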

A parallel pattern was observed with *orco*: its mRNA level dropped sharply after D15 in the mutants (fig. S2D). These data allowed us to infer the following developmental sequence: Cell proliferation occurs around D10, followed by ORN differentiation at D15 to D16 with peak expression of *orco* and *Or*s. 

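Reads on orco (HsOrco), the targeted gene, were counted in every mutant and WT library. Its normalized count in WT antennae was 3465 ± 849 (SD, n = 3) at D10, 8689 ± 3749 (SD, n = 4) at D15, 2593 ± 658 (SD, n = 4) at D20, and 3776 ± 1852 (SD, n = 4) at D25. In mutant antennae, it was 7706 ± 4573 at D10, 19209 ± 5441 at D15, 1022 ± 401 at D20, and 355 ± 114 at D25 (SD, n = 3 each). Between D15 and D20, orco fell by 4.25 on the log2 scale in mutants (standard error 0.55, adjusted p = 1.72e-05 by edgeR's two-sided quasi-likelihood test with Benjamini-Hochberg adjustment). In WT, it fell by 1.77 over the same interval (standard error 0.43, adjusted p = 0.00796, edgeR, Benjamini-Hochberg). The fall in mutants exceeded that in WT by 2.48 (interaction −2.48, standard error 0.64, adjusted p = 0.0373, edgeR, Benjamini-Hochberg). The adjusted p of this interaction ranged from 0.00518 (DESeq2) to 0.0697 (library size only) across the 5 alternatives, with 0.0618 under the batch term. It did not pass the threshold in 9 of the 14 fits that each left out 1 library of these groups, which were those without WT D15 replicate 1 or 3, WT D20 replicate 3 or 4, mutant D15 replicate 1 or 3, or any 1 of the 3 mutant D20 libraries (adjusted p of up to 0.124). Mutants over WT, the log2 fold change was 1.12 at D10 (standard error 0.48, adjusted p = 0.766) and 1.10 at D15 (standard error 0.44, adjusted p = 0.467), by the same edgeR test with Benjamini-Hochberg adjustment. With the batch term, these were 0.18 and 0.52. At D20, it was −1.38 (standard error 0.47, adjusted p = 0.110), and with the batch term −1.63 (adjusted p = 0.0364, in a range of 0.0364 to 0.175 over the alternatives; edgeR or DESeq2, Benjamini-Hochberg). At D25, it was −3.42 (standard error 0.51, adjusted p = 1.21e-04, edgeR, Benjamini-Hochberg). Each of the 3 mutant libraries lay below each of the 4 WT libraries at D20 and at D25.

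**Figure D2:**
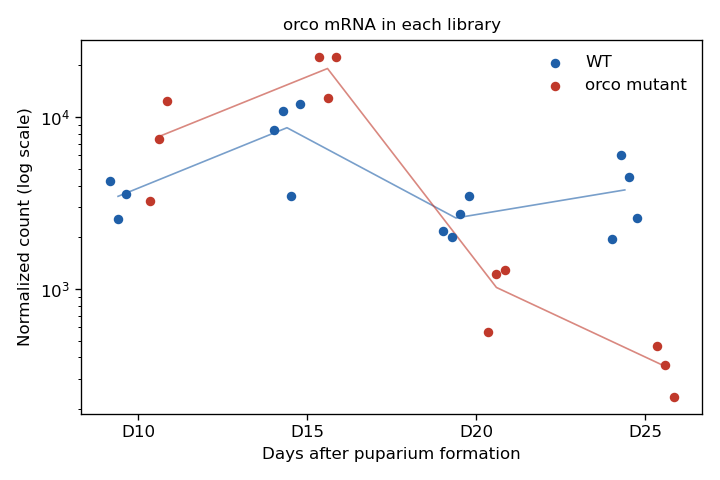
Normalized count of orco in each library (vertical axis, log scale) against days after puparium formation, for WT and orco mutant antennae. Points are libraries and lines join group means. Mutant libraries lie between 12926 and 22416 at D15 and between 561 and 1288 at D20, and WT libraries between 3502 and 11921 and between 1998 and 3461.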

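A list of 18 cell division genes was lower at D15 than at D10 in WT (fry of limma, two-sided, adjusted p = 1.89e-06 by Benjamini-Hochberg over the 91 set tests) and in mutants (fry, adjusted p = 3.02e-05), and fell further between D15 and D20 in WT (fry, adjusted p = 0.0169) but not past the threshold in mutants (fry, adjusted p = 0.156). With the batch term (adjusted p = 0.0330) and by library size only (adjusted p = 3.94e-04), the later fall in mutants passed it. A difference between the genotypes in the later change was not detected (interaction, fry, adjusted p = 0.639). Between D10 and D15, orco rose in WT by a log2 fold change of 1.28 (standard error 0.46, adjusted p = 0.0454 by edgeR's test with Benjamini-Hochberg adjustment). The adjusted p ranged from 0.0160 to 0.0840 over the alternatives (edgeR or DESeq2, Benjamini-Hochberg), and of the 7 fits that each left out 1 library of these groups, only the one without WT D15 replicate 3 passed the threshold (adjusted p of 0.0163, against up to 0.169 without WT D10 replicate 2). In mutants, the rise was 1.27 (standard error 0.49, adjusted p = 0.0906, edgeR, Benjamini-Hochberg), and without mutant D10 replicate 3 it was 1.77 with an adjusted p of 0.0373. The Or genes in mutants rose over the same interval as a set (fry, adjusted p = 0.0158) with a median log2 fold change of 1.43. From these data, the paper infers a sequence in which cell proliferation is followed by ORN differentiation with the highest expression of orco and Ors, while cell death begins in the mutants and then intensifies.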

Concurrently, apoptosis commences in the *orco* mutants and then intensifies markedly, peaking at D19 to D22 (Fig. 2E). The death of cells leads to a sharp decline in the expression of tuning *Or*s in the mutants. In summary, massive apoptosis occurs in differentiating neurons that express *Ors* and *orco*.

### Functional *Ir* complex genes are coexpressed in surviving *orco*-expressing ORNs

To gain insight into what cell types undergo apoptosis in *orco* mutants, we performed single-nucleus RNA-seq (snRNA-seq) of WT and mutant antennae. Our dataset contained ~16,000 nuclei, including ~13,000 WT nuclei and ~3500 nuclei from the mutant (Fig. 3, A and B). We first observed that neurons made up strikingly different proportions of the total number of nuclei in WT (67%) and mutant samples (12%). Such marked underrepresentation of neurons in mutants indicated that neurons are disproportionately affected by cell death, consistent with our caspase staining. Thus, we set out to investigate the specific types of neurons that were absent in the mutants (Fig. 3C). We classified individual neuronal cells based on the repertoire of receptors they expressed, specifically *Gr*s, tuning *Ir*s, *Ir* co-receptors (*irco*s), tuning *Or*s, *orco*, the ammonia transporter *Rh50*, and the mechanoreceptor *nompC* (see Materials and Methods for details). This allowed us to place the neurons into categories as shown in Fig. 3C, e.g., “mechanosensory neurons” or “chemosensory neurons expressing *Gr*(s) or *Ir* and their co-receptor(s).” Notably, we observed several cell types coexpressing *irco*s with *orco* and tuning *Or*s. In *Drosophila*, the *irco* gene *Ir25a* is expressed in most *Or/Orco*-positive ORNs. In contrast, the two ant orthologs of *irco Ir25a* (*HsIr25a.1* and *HsIr25a.2*) were only expressed in *Ir*-, *Gr*-, and *nompC*-positive neurons. In contrast, another *irco*—*HsIr8a*—was coexpressed with some *Orco/Or*-positive ORNs (Fig. 3D). The fourth *irco* gene, *HsIr76b*, displayed a similar expression pattern to that of *HsIr25a.1* and *HsIr25a.2*, with the exception of a peculiar cluster of *orco*-positive cells that coexpressed it with *orco*, *HsIr8a*, and a tuning *Ir* (see below).

**Fig. 3.**
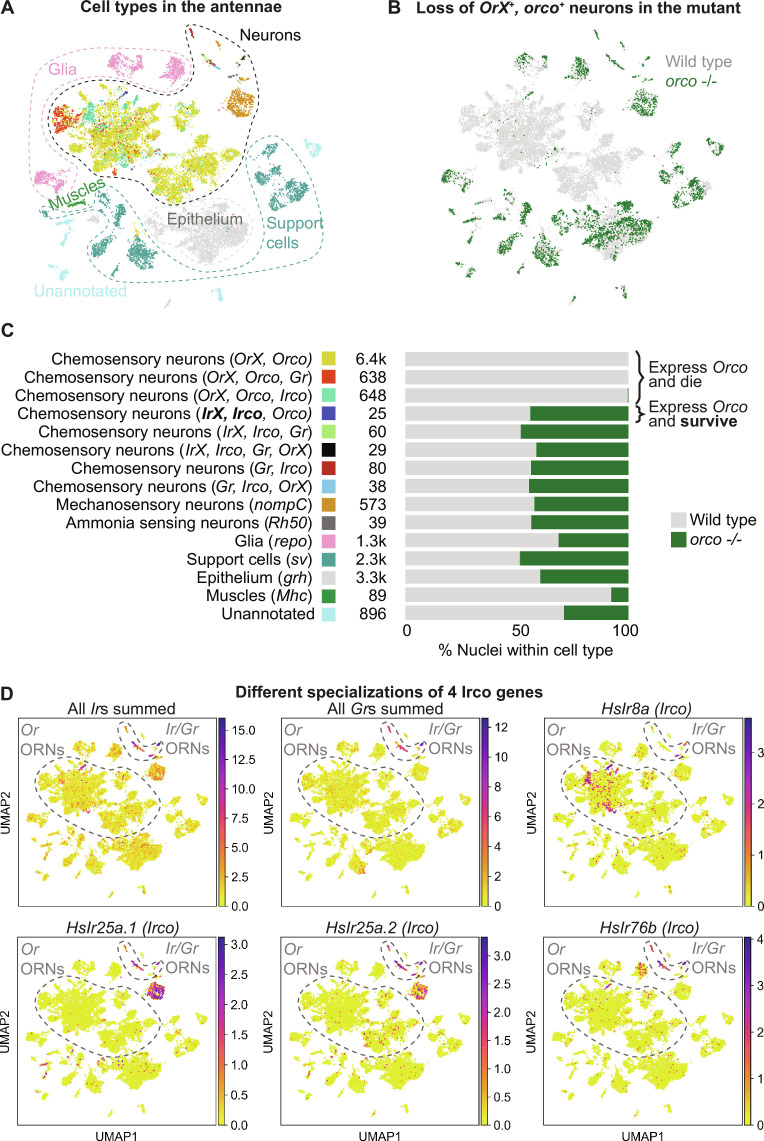
Cell death at single-cell resolution. (**A**) Combined UMAP plot showing the distribution of different cell type categories from (C). (**B**) Same UMAP plot as in (A), but with color showing WT and mutant cells. (**C**) List of cell type categories used in this study. Category labels are based on expression data only and should not be interpreted as functional descriptions because some neurons may be polymodal, and molecules traditionally considered chemoreceptors may have functions beyond the reception of chemical signals. Colored rectangle near each category shows which color was used for nuclei of this category in (A). The number is the total number of nuclei from the category in the combined dataset. The stacked bar plot shows the proportion of WT and mutant nuclei from the category in the combined dataset. (**D**) Combined expression of all *Ir*s, all *Gr*s, and the expression of the four *irco* genes plotted on the UMAP.

There were almost no mutant nuclei belonging to the *Or/orco*-expressing ORNs (*OrX*, *orco*) (Fig. 3, B and C), indicating that Orco is necessary for the survival of the ORNs that express tuning *Ors*. Neurons that expressed *Gr*(s) or *irco*(s) in addition to a tuning *Or* and *orco* were, likewise, almost completely absent from the mutant sample. Thus, the additional expression of these receptors or co-receptors was not sufficient to rescue the effect of the *orco* mutation. However, neurons that expressed both tuning *Ir*(s) and *irco*(s) in addition to *orco* alone fully survived in the mutants (Fig. 3, B and C). This showed that Orco is not necessary for the survival of ORNs that express tuning *Ir*s and *Irco*s. Finally, neurons that did not express *orco* and nonneuronal cells were not affected in the mutants, with a surprising but currently unexplained exception of muscle cells, which were reduced in the absence of Orco (Fig. 3C). In summary, we observed that the antennae of *orco* mutants specifically lacked ORNs expressing tuning *Or*s and *orco*, including those cells that additionally expressed *Gr*s or *irco*s without tuning *Ir*s. In contrast, some ORNs expressing *orco* were maintained in the mutants as long as they additionally produced a functional IR/Irco complex.

### Nonneuronal cells expressing *Or*s without *orco* remained in *orco* mutants

We also performed bulk RNA-seq on the antennae of adult WT, heterozygous, and homozygous *orco* mutants. Having established that most *Or*-expressing ORNs die, we expected to see a drastic reduction in *Or* expression in the mutant antennae. This was the case for most *Or*s in the homozygous mutants (Fig. 4A). Unexpectedly, several *Ors* not closely related phylogenetically, such as *HsOr370*, *HsOr61*, *HsOr247*, and *HsOr202*, retained considerable expression in the mutants (Fig. 4A). We sought to confirm this observation using our snRNA-seq data (fig. S4A). Plotting the expression of these genes on the Uniform Manifold Approximation and Projection (UMAP) revealed that these *Or* genes were expressed both in neurons and in various populations of nonneuronal cells including specific subtypes of glia and support cells (Fig. 4, B and C, and fig. S4C). Thus, only their ORNs died, while non-ORN cells survived in *orco* mutants, which explained why they remained detectable. In mammals, some *Or* genes exhibit expression outside olfactory cells, and *Or* genes with such expression patterns are located near non-*Or* genes expressed in the same non-olfactory tissues (*29*–*31*). Accordingly, we found that non-*Or* genes neighboring *HsOr370*, *HsOr61*, *HsOr247*, and *HsOr202* exhibited expression in the same nonneuronal tissues as these *Or*s (Fig. 4B). In some clustered *Or*s, we noted a pronounced inverse relationship between the strength of the nonneuronal expression and the physical distance to the non-*Or* gene: *HsOr202*, which is the closest to the glia-expressed non-*Or* gene *LOC105190781*, had the strongest expression in glia, while more distant *HsOr201* and *HsOr200* had weaker expression in glia (Fig. 4B and fig. S4C). Additionally, *Or* expression in nonneuronal tissues tended to be lower than in ORNs (fig. S4B), consistent with the idea that this “ectopic” expression is driven by the regulatory elements of neighboring genes. We proceeded to systematically analyze *Or* expression in the mutant and found many additional cases of expression in nonneuronal tissues as well as several cases where *Or* genes were expressed in mechanosensory neurons, which also survived in the mutant (table S3). Of note, none of these non-ORN cell types expressed *orco*. In summary, the *orco* mutants lost the expression of most *Or* genes while retaining the expression of some *Ors* in certain nonneuronal cells (such as support cells and glia) or non-olfactory neuronal cells (mechanosensory neurons). This expression is independent of *orco* and may be driven by closely located regulatory elements of non-*Or* genes, leading to leaky expression of the *Or* genes (*32*, *33*). A majority (~70%) of *Or* expression in the non-ORNs can be explained by the leaky regulation of neighboring genes, while ~30% of *Or* expression cannot (table S3) (see Discussion).

**Fig. 4.**
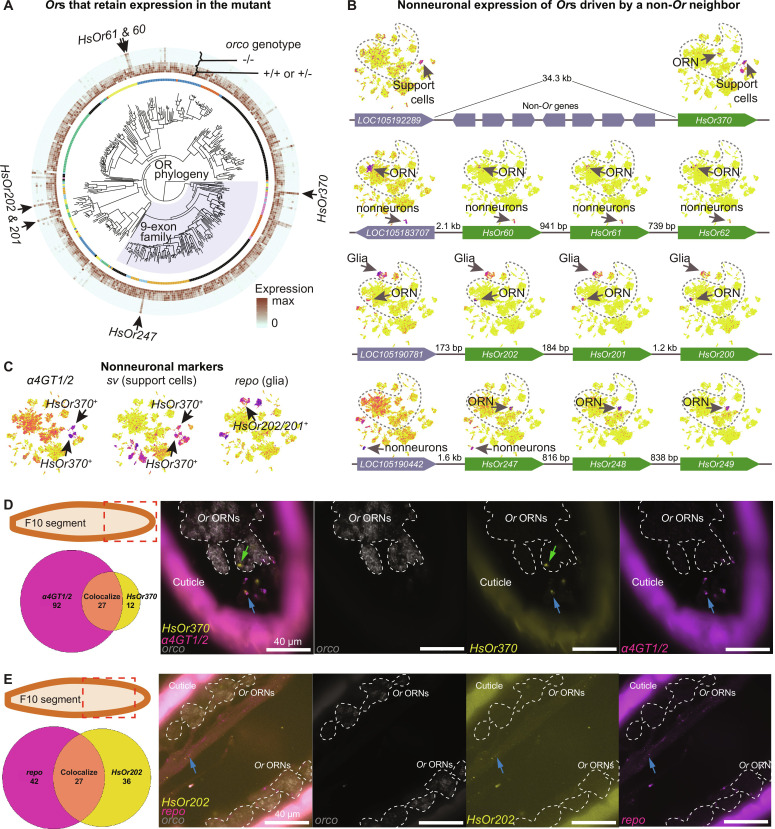
Identification of *Or*s that retain their expression in the mutant and their nonneuronal expression. (**A**) In the middle, the phylogeny of *Or* genes with the pheromone-sensing nine-exon *Or*s shaded blue. The inner circle depicts the genomic location of each gene such that genes on the same scaffold are colored identically. The outer circles show scaled expression in WT/heterozygote and mutant samples. Arrows point at genes whose expression is most prominently maintained in the homozygous mutant. (**B**) UMAP plots showing the expression of the *Or* genes that are marked with arrows in (A) and their neighbors. Dashed line encircles neurons. Green boxes correspond to *Or* genes, and gray boxes correspond to non*-Or* genes. The arrow at the end of each box denotes the 3′ end. (**C**) UMAP plots showing the expression of selected tissue markers. (**D**) HCR RNA-FISH showing overlap between *HsOr370* (yellow), identified support cell marker α*4GT1/2* (magenta), and a neuronal marker (*orco*, gray). Green arrows show cases of *HsOr370* expression in neuronal cells. Blue arrows demonstrate cases where *HsOr370* colocalizes with support cell markers, but not the neuronal marker. The red box in the diagram illustrates the region of the flagellum (as illustrated in Fig. 1A) imaged. The Venn diagram shows the total counts of cells coexpressing *HsOr370* and α*4GT1/2* and cells expressing either gene alone in five sampled images. (**E**) Same as (D), but for *HsOr202* (yellow) and the glial marker *repo* (magenta).

To explore the localization of *Or*s in adult antennae, hybridization chain reaction (HCR) RNA fluorescence in situ hybridization (RNA-FISH) probes were designed for *HsOr206* (an *Or* gene solely expressed in ORNs) and *HsOr370* (an *Or* that is expressed in nonneuronal cells in addition to ORNs). *HsOr206* was always expressed with neuronal markers (i.e., *Syt1* and *orco*); however, *HsOr370* was also expressed in apparently nonneuronal cells, which exhibited an elongated structure (fig. S4D). Our snRNA-seq data showed that *HsOr370* was expressed in two clusters of *sv*-expressing support cells (Fig. 4, B and C). We selected marker genes and designed probes for these clusters. Two of the selected genes, α*4GT1/2 (LOC105190591)* and *LOC105182650*, were expressed in both *HsOr370*-positive clusters, while *LOC105188530* was only expressed in one of them (Fig. 4C and fig. S4E). Cells expressing these genes generally appeared just under the cuticle. *HsOr370* was also expressed in *orco*-expressing ORNs, thus exhibiting expression in both neuronal and nonneuronal cells (Fig. 4D and fig. S4F). Unlike our other support cell markers, *LOC105182650* stained cytoplasm. The unusual tubular shapes of these cells further confirmed their cell type (fig. S4G). Furthermore, the cytoplasm of these cells seemed to project through the pores of the cuticle toward the sensilla. The localization and shape of our identified nonneuronal cells suggested that they could play a role in supporting the function of ORNs (*34*). In addition, HCR RNA-FISH allowed us to confirm the expression of *HsOr202* in glial cells (Fig. 4, B and C) that were present around antennal ORN axons (Fig. 4E, blue arrow) via colocalization with the glial marker *repo*.

Finally, we checked whether other insects (e.g., *Drosophila*) also exhibit expression of chemoreceptor genes in nonneuronal antennal cells. We accessed the antennal snRNA-seq data generated as part of the Fly Cell Atlas initiative (*35*) and visualized the expression pattern of all *Gr*, *Ir*, and *Or* genes on the UMAP. In contrast to *H. saltator*, no *Or* was expressed outside ORNs in *Drosophila melanogaster*. However, we identified four *Ir* genes with nonneuronal expression. Specifically, *Ir41a* was expressed in *sv*-positive populations likely representing support cells, and *Ir47a*, *Ir47b*, and *Ir60a* were expressed in different populations of glia as identified by the expression of *repo* (fig. S3B). Similar to the *Or*^+^, *orco*^−^ nonneuronal cells in *H. saltator*, the nonneuronal cells expressing *Ir* genes in *D. melanogaster* did not express any *irco*. Also, leaky regulation appears plausible in at least some of these cases, as *Ir60a* and a closely located gene, *CG3376*, exhibit overlapping expression in some nonneuronal cells (*35*). Thus, *D. melanogaster* also exhibits expression of chemoreceptors in support and glial cells of the antennae, which does not overlap with the expression of their co-receptors. However, the chemoreceptor class expressed is not *Ors* as in *H. saltator*, but *Irs*.

## DISCUSSION

We and others previously found that null mutations in *orco* lead to a wide range of neuronal, physiological, and behavioral defects in ants and honeybees (*15*, *16*, *19*). Here, we further reveal that developing ORNs undergo massive apoptosis in *orco* mutant ants, providing a cellular mechanism underlying their defective neural development.

ORNs start to die at D16 APF in mutant ants, with apoptosis peaking at D19 and D22. Massive apoptosis occurs after the onset of expression of *orco* and *Or* genes (*orco* mRNA peaks at D16, and Orco protein plateaus at D19). Thus, there appears to be a developmental switch around D15 to D19: At this point, Orco abundance increases to reach its peak, and it simultaneously becomes essential for the survival of ORNs (Fig. 2E). 

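Among the 4 stages sequenced, the mean orco count of the bulk libraries was highest at D15 in both genotypes. D16 was not sequenced in this series. Single WT libraries at D15 ranged over counts of 2735 to 31830 before normalization, and WT D15 replicate 3, the lowest after normalization, lay below 2 of the 3 WT libraries of D10. This library also stood apart on PC1 of all genes, at −16.1, against 41.3 to 63.3 in the other WT D15 libraries. WT D20 libraries lay at −59.0 to −51.1, so its low orco count may not stand for D15. Between D20 and D25, orco changed in WT by a log2 fold change of 0.54 (standard error 0.42, adjusted p = 0.721 by edgeR's two-sided quasi-likelihood test with Benjamini-Hochberg adjustment) and in mutants by −1.49 (standard error 0.49, adjusted p = 0.0996, edgeR, Benjamini-Hochberg). In mutants, the adjusted p of that change ranged from 0.00359 to 0.129 over the 5 alternatives (edgeR or DESeq2, Benjamini-Hochberg). Protein abundance was not analysed here.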

As a note, *orco* mutants exhibit a drastically reduced number of glomeruli in the AL (*16*): Only ~20% of glomeruli remain. This can be explained by the lack of axon projection due to ORN cell death, suggesting that axons from most ORNs have not yet projected to glomeruli when massive ORN apoptosis occurs in the mutants (D19 to D22) (Fig. 2E). This suggests that *Or* genes are expressed before axon targeting in *H. saltator*, consistent with the evidence in another ant *O. biroi* (*36*).

Why might Orco be required for the survival of developing ORNs? In *Drosophila*, Orco is required for the trafficking of OR proteins to dendrites (*27*). Disrupted trafficking may lead to an excess of OR protein in the ER of ant ORNs, which in turn causes ER stress and may induce apoptosis. Three lines of evidence, including (i) the death of all tuning *Or*-expressing ORNs, (ii) the survival of ORNs that express *orco,* tuning *Ir* and *irco*, but no tuning *Or*, and (iii) the expression of the ER stress marker phospho-eIF2α at D19 APF in *orco* mutant antennae, are consistent with this hypothesis. However, some *Or*s are expressed in nonneuronal cells that do not express *orco*. This seems inconsistent with apoptosis induction by ER stress, although *Or* expression in nonneurons tends to be lower than their neuronal expression, and the nonneuronal cells might exhibit other properties rendering resistance to ER stress. In *Drosophila*, lack of *orco* triggers neuronal cell death in adults. Cell death occurs early in the maxillary palps (~7 days after eclosion), while in the antennae, loss of neurons occurs around 14 days after eclosion (*18*). This difference might also be explained by differential *Or* expression levels or differential resistance to ER stress, which merits further analysis.

We have identified *Or*-expressing cells that survive in mutant ants. For instance, *HsOr370* is expressed in both neuronal and nonneuronal cells. The latter are likely support cells located near the antennal cuticle that surrounds the dendrites of ORNs, and these cells do not die in the *orco* mutant. There are three types of support cells as identified in *Drosophila*: thecogen (sheath) cells, trichogen (shaft) cells, and tormogen (socket) cells (*37*, *38*). It remains unclear which cell type expresses *HsOr370*. *HsOr202* is coexpressed with *repo*, a glial cell marker. When we reanalyzed the published data from *Drosophila* snRNA-seq (*35*), we found that a few *Ir* but no *Or* genes are expressed in glial and support cells. As these cells are derived from the same developmental lineage as ORNs (*35*, *37*), it is tempting to speculate that certain *Drosophila Ir* and *Harpegnathos Or* genes are turned on in nonneuronal cells under the same regulatory process as in ORNs. Leaky *Or* expression has been observed in mammals, where *Or* genes are coexpressed with neighboring non-*Or* genes in nonneuronal cells (*29*). We found (i) similar spatial expression profiles between *Or* genes and their non-*Or* neighbors and (ii) gradually faded expression of *Or* genes in the *Or* cluster depending on their distance to the non-*Or* gene expressed in these cells, consistent with the notion of leaking expression. However, some *Or* expression cannot be explained by their direct neighboring genes. It is possible that these *Or* genes are regulated by distant enhancers due to high-order chromatin structure.

Mounting evidence also revealed the role of chemosensory receptors expressed in nonneuronal cells. In mammals, nonneuronal ORs play a role in development, reproduction, and immune response (*39*–*41*). In *Drosophila*, certain gustatory receptors—such as *Gr28*—and ionotropic receptors—such as *Ir25a* (*irco*) and *Ir21a* (tuning *Ir*)—are expressed in non-chemosensory neurons and mediate temperature sensing (*42*–*44*). In mosquitoes, *orco* and some *Or*s are expressed in testes and sperm cells and may be involved in sperm chemotaxis (*45*). However, the role of ant *Or*s and *Drosophila Ir*s in glia and support cells remains unclear. As ant *Or* genes expressed in non-ORN cells do not coexpress *orco*, it is possible that these ORs are not functional or their functions are independent of olfaction.

Coexpression of chemosensory receptors is a common phenomenon in *Caenorhabditis elegans*, which has many more *Or* genes than sensory neurons (*46*); however, *Or* expression in insects and vertebrates largely follows the rule of “one neuron, one receptor” (*3*, *5*). Recently, exceptions have been found in mosquitoes and *Drosophila*, where some neurons express multiple *Or* genes. *Orco* is also expressed in neurons expressing *irco*s (*47*–*49*). Consistently, we found a wide range of coexpression between different classes of chemosensory receptors in ants. In contrast to dipteran insects where *Ir25a* is commonly coexpressed with *orco*, the main coexpression pair in ants is *orco*-*Ir8a*. Although the precise function remains unclear, the coexpression might provide evolutionary advantages: For example, an IR complex could modulate neuronal activity by altering membrane resistance (*49*) or allow a limited number of neurons to detect many chemical cues from the same target (*47*).

In summary, our study revealed the temporal windows of SOP cell division, as well as patterns of *orco/Or* gene expression and neuronal survival during ant ORN development. Lack of Orco may lead to ER stress, which in turn causes apoptosis in the developing neurons. Hymenoptera have expanded their *Or* gene repertoire, which possibly resulted in unique developmental events among insect chemosensory systems to support eusociality.

## MATERIALS AND METHODS

### Experimental design and model

Animals for HCR and immunostaining were maintained and collected at the University of Florida Department of Biology. Heterozygous females were obtained by crossing mutant males with WT females. Heterozygous and homozygous mutant females used in this study were collected from the offspring of heterozygous females paired with mutant males. Newly pupated individuals were painted with a single colored dot near the posterior end of the abdomen to mark the day on which they underwent pupation. Pupae were then assigned an age at which to be harvested (10 to 28 days APF). Before harvesting, sex was confirmed by examining the body shape of the pupa. Females could be identified by their long mandibles, large heads, and stout bodies. Males, identified by their long antennae, small heads, and narrow bodies, were removed from the study. To prepare pupal antennae for experiments, the pupal casing was removed by clipping a small hole near the base of the pupa’s abdomen and gently pulling the pupa out of its casing from the posterior end. This prevented any potential damage to the antennae, which were then clipped at the base. Bodies were stored at −80°C and later used for genotyping by Sanger sequencing of the mutation site. Antennae were either used immediately or stored in OCT at −80°C after fixation in paraformaldehyde (PFA). To prepare adult antennae for experiments, callow workers (1 to 2 days after eclosion) were collected from WT colonies. Antennae were clipped at the base and were immediately used for experiments.

WT animals used for snRNA-seq were collected at New York University (NYU) Grossman School of Medicine. Six (library 1) or 26 (libraries 2 and 3) adult females of unknown age were collected from stock colonies. Their antennae were clipped at the base and processed for nuclei extraction immediately. *Orco* mutant animals for snRNA-seq were collected at the University of Florida. Homozygous females reach adulthood, but they generally die early and do not leave any progeny, so the mutation is propagated in the laboratory by selecting for heterozygous reproductive females. To collect homozygous mutants for the experiment, antennae of the freshly eclosed female progeny of heterozygous females were clipped at the base, and both the antennae and the remaining bodies were placed at −80°C for storage. These samples were shipped to NYU Grossman School of Medicine on dry ice. DNA was extracted from the remaining bodies and genotyped by Sanger sequencing of the mutation site. Afterward, the antennae of seven individuals that were found to be homozygous mutants were removed from storage and processed for nuclei extraction.

### Immunostaining of pupal antennae

The protocol for immunostaining, adapted from a previous protocol (*16*), is described here. Pupal antennae were fixed in 4% PFA diluted in 1× phosphate-buffered saline (PBS) with 0.3% Triton X-100 (PBST) for 30 min, washed twice with 0.3% PBST, and underwent overnight incubation in 30% sucrose at 4°C. Sections were taken the following day at a thickness of 15 μm, with focus on the most distal portion of the antennae (F5 to F10). If whole antennae are difficult to section, the scape and F1 to F4 may be removed before sectioning. Tissue was fixed on slides using 4% PFA (as prepared previously) for 30 min at room temperature before two washes with 0.3% PBST. The tissues were then incubated overnight at 4°C in a primary antibody solution (1:400 primary antibody from rabbit). After ensuring that all primary antibody is removed from the slide via two 0.3% PBST washes, tissues were incubated at room temperature for 2 hours in a secondary antibody solution containing Alexa Fluor 555 anti-rabbit secondary antibody (1:400, Thermo Fisher Scientific), Alexa Fluor 488 phalloidin (1:200, Thermo Fisher Scientific), and Hoechst (1:1000, Sigma-Aldrich) before being mounted for microscopy.

### HCR RNA-FISH of adult antennae

Our protocol for HCR RNA-FISH was adapted from several protocols established previously [https://www.molecularinstruments.com/, (*47*, *50*)] and is described here. Antennae were harvested from callow female workers (1 to 2 days after eclosion) and fixed in 4% PFA diluted in 1× PBS with 0.1% Triton X-100 for 30 min, washed twice with 0.1% PBST, and underwent overnight incubation in 30% sucrose at 4°C. Sections were taken at a thickness of 10 μm and fixed on slides using 4% PFA (as prepared previously) for 30 min at room temperature. Tissue was then dehydrated and subsequently rehydrated with a graded series of 5-min MeOH/0.1% PBST washes before incubating in a proteinase K (10 μg/ml) solution for 10 min. Slides then underwent a 10-min incubation in probe hybridization buffer warmed to 37°C. Chambers were made for each slide consisting of a coverslip with double-sided tape lining two parallel edges to raise the coverslip slightly after application to the slide. Each probe set (1.6 pmol) in 100 μl of warmed probe hybridization buffer was added beneath the raised coverslip chamber. The chamber was sealed using rubber cement, and the slides were incubated overnight at 37°C. Probes were removed using a graded series of 15-min washes with probe wash buffer and 5× SSC with 0.1% PBST before incubating at room temperature for 30 min in amplification buffer. For each amplifier set, 6 pmol of hairpin h1 and 6 pmol of hairpin h2 were prepared by heating at 95°C for 90 s and cooling to room temperature in a dark space for at least 30 min. These were quickly added to 100 μl of room temperature amplification buffer. Again, coverslip chambers were created and added to slides, and the amplification buffer mixture was added before the chamber was sealed with rubber cement and the slides were left overnight to incubate at room temperature in a dark space. The amplification buffer mixture was removed via two 30-min washes with 5× SSC and 0.1% PBST before incubation with Hoechst (1:1000) for 15 min. Following two subsequent 30-min washes with 0.1% PBST, slides were mounted for microscopy using Vectashield mounting medium.

### Microscopy and image generation

All tissue samples were imaged using an Olympus IX81-DSU Spinning Disk confocal microscope at the University of Florida Interdisciplinary Center for Biotechnology Research. Z-stacks were acquired with 1 μm between each focal plane for all samples. Images were generated and colorized using Fiji (ImageJ). Immunofluorescence images were quantified by calculating the proportion of stained cell area that was Orco or caspase positive. Given the low variability between replicates (as seen in Fig. 1B), three replicates were typically quantified for each experimental condition. FISH images were quantified by counting the total number of cells in the image and identifying the number of cells with probe colocalization using Fiji’s Cell Counter plugin.

### Bulk RNA-seq

Antennae for bulk RNA-seq were frozen with liquid nitrogen and ground into a fine dry powder using a pestle. All bulk antennal RNA was extracted via a standard protocol using TRIzol Reagent, followed by ethanol precipitation. Deoxyribonuclease treatment was performed in solution, followed by a second round of TRIzol-chloroform and ethanol precipitation to remove the treatment. To generate libraries, we used the NEBNext Ultra II RNA Library Prep Kit for Illumina with an input of 110 ng of RNA and 12 polymerase chain reaction (PCR) cycles. Pooled libraries were sequenced in several rounds using either HiSeq2500 or NovaSeq6000 sequencing systems.

### Nuclei extraction

Nuclei extraction protocol, largely adapted from fly and mosquito protocols (*35*, *47*, *48*), is described below. Dounce homogenizer, pluriStrainers, and tubes were prewetted with the corresponding buffer before adding the sample to prevent the adhesion of nuclei and to minimize sample loss.

1. Prepare a solution containing 1% bovine serum albumin (BSA) and 1 mM RNaseOUT in 1× PBS, pH 7.4 (PBS-BSA).

2. Prepare homogenization buffer following the recipe in table S4.

3. Chill a metal cup on dry ice and chill a pestle by immersing it into liquid nitrogen.

4. If starting with fresh tissue, flash-freeze antennae in liquid nitrogen.

5. Empty freshly frozen antennae or antennae previously stored at −80°C into the cup and grind them while keeping the cup on dry ice.

6. Place the cup on wet ice until thawed.

7. Add 1 ml of homogenization buffer and wash down remaining sample from the pestle and the walls of the cup.

8. Transfer the entire sample into a Dounce homogenizer and release nuclei by 20 strokes of loose, 20 strokes of tight, 20 strokes of tight pestle (avoid foaming with steady consistent motion). Briefly chill on wet ice between the stroking series.

9. Split the suspension into two halves. Do the following for each half: filter the suspension through a 40-μm Flowmi strainer directly into a 20-μm pluriStrainer inserted into a 1.5-ml tube.

10. Centrifuge both tubes for 10 min at 500*g* at 4°C.

11. Without disturbing the pellet (which is not always formed), discard the supernatant.

12. Resuspend each sample in 250 μl of PBS-BSA by pipetting 20 times.

13. Filter each sample three times through a 40-μm Flowmi strainer and finally into a 10-μm pluriStainer inserted into a 1.5-ml tube.

14. Combine the two sample halves.

### Nuclei sorting and snRNA-seq library prep

Nuclear suspensions were stained with Hoechst (5 μg/ml) and processed on the FACSAria II (BD Biosciences) cell sorter. First, single particles were gated in forward scatter (FSC)-A versus FSC-W coordinates, and the resulting population was plotted in Hoechst versus FSC-A coordinates (fig. S5A). Two or three subpopulations with varying and largely overlapping FSC-A signal but highly uniform and distinct levels of Hoechst fluorescence appeared on the plot, consistent with previous reports of nuclei with different ploidy in fly nuclear suspensions (*35*). All such subpopulations were included into the gate used for sorting. Additionally, a fraction of particles had variable but intermediate (higher than unstained control but lower than the nuclear “bands”) levels of Hoechst fluorescence. These particles were considered debris and were not included. Sorted nuclei were collected into a 1.5-ml tube containing 20 μl of PBS-BSA. In total, 43.2 μl (or less, if the volume was insufficient) of the final suspension was used as an input into single-cell RNA-seq library preparation using Chromium Next GEM Single Cell 3′ Kit v3.1 (10X Genomics), which was done following the manufacturer’s instructions. Between 13 and 15 cDNA amplification cycles were performed, and the amount of amplified cDNA used for library prep varied between 64 and 79 ng. Eleven cycles of sample index PCR were performed. Libraries 1 to 3 (WT) were sequenced on a NovaSeq 6000 (Illumina), and the mutant library was sequenced on NextSeq 500 (Illumina). The sequencing configuration was 28–base pair (bp) read 1 + 91-bp read 2 + 8-bp index for library 1 (WT), which was single-indexed, and 28-bp read 1 + 90-bp read 2 + 10-bp index 1 + 10-bp index 2 for libraries 2 to 4 (WT, WT, and mutant), which were double-indexed. Targeted sequencing depth was greater than 20,000 reads per cell.

### Quantification and statistical analysis

#### Receptor gene annotation

Zhou *et al.* (*51*) curated a set of gene annotations for chemoreceptors in *H. saltator*. The genes were classified into *Or*s, *Ir*s, and *Gr*s and given numbers (e.g., *HsOr322*). However, these annotations were generated using an older *H. saltator* genome assembly (GenBank accession GCA_000147195.1) (*52*), which has been since superseded by a more contiguous assembly (GenBank accession GCA_003227715.2) (*53*). Given that Zhou *et al.* annotations have already been used in multiple studies on ant *Or*s (*54*–*57*), we sought to transfer these annotations onto the new assembly and manually curate them while keeping the naming system as consistent as possible. First, we identified potential *Or* and *Gr* genes in the most up-to-date set of *H. saltator* gene annotations generated for the new assembly, HSAL51 [Gene Expression Omnibus (GEO) accession GSE172309] (*58*). To do this, we scanned HSAL51 translations against the hidden Markov model profiles of the PFAM domains 7tm_6 (PF02949) and 7tm_7 (PF08395) (*59*) using HMMER v3.3.2 (http://hmmer.org). Then, we extracted the mRNA sequences of the candidate genes identified in this manner and performed reciprocal BLASTn search between them and the mRNA sequences from Zhou *et al.* using blast_rbh (*60*, *61*). This strategy allowed us to assign IDs to most genes, but a sizable fraction of genes remained unmatched. Also, IR genes from the new assembly were not included in the analysis until this point. Therefore, we performed manual matching and curation of the remaining genes using additional manual reciprocal BLASTn searches and tBLASTn searches against the new assembly. We also made use of the fact that most chemoreceptor genes in *H. saltator* are clustered in the genome, some clusters comprising tens of tandemly arranged genes (*51*). As an example, Zhou *et al.* annotations contain genes *HsOr80*, *HsOr81*, and *HsOr82*, located head to tail next to each other, and HSAL51 annotations contain genes *LOC105191307*, *LOC105191308*, and *LOC105191309* in the same orientation (fig. S5B). Only *LOC105191307* and *LOC105191309* showed up as the best reciprocal BLAST hits of *HsOr80* and *HsOr82*, respectively. *HsOr81*, the gene in the middle, displayed the highest BLAST score against *LOC105191309* = *HsOr82*, but it actually had higher sequence identity to *LOC105191308*. Most likely, *LOC105191308* was not the highest scoring hit because the gene model is truncated, resulting in a shorter alignment and thus a lower score. Nevertheless, we interpreted its higher sequence identity to *HsOr81* and its location relative to its well-matched neighbors as evidence of *LOC105191308* being *HsOr81*. Moreover, we used the chance to manually correct the gene model of *LOC105191308* and make it more consistent with the transcriptomic data generated earlier (*51*) and in this study. Thus, using synteny as a guide and occasionally supplementing it with additional BLAST searches, we identified the absolute majority of Zhou *et al.* genes in the new genome assembly, creating or updating gene models were necessary. There were several cases left when no one-to-one correspondence could be established. One example is shown in fig. S5C: The region of the old assembly containing *HsOr142* and *HsOr143* (scaffold305:48831-53859) appears to be either an erroneous duplication in the old assembly or collapsed with a similar neighboring region in the new one. In either case, these genes are not present as distinct sequences in the new assembly. On the other hand, *HsOr181*, *HsOr182*, *HsOr183*, and *HsOr184* all had identifiable best reciprocal BLAST hits in HSAL51, but the corresponding genomic region in the new assembly contained one extra OR gene. We arbitrarily named it *HsOr182.2*, while the original best hit of *HsOr182* was named *HsOr182.1*. The final set of gene annotations was designated HSAL60 and deposited at GEO. The list of chemoreceptor genes identified in the new genome assembly is provided in table S1 along with the description of what type of evidence was used to assign a Zhou *et al.*–style ID to each gene.

#### Bulk RNA-seq of pupal antennae at different developmental stages

Reads were mapped to the genome, and reads overlapping gene predictions were counted using STAR v2.6.1d (*62*) with the following parameters: --alignIntronMax 7000 --quantMode GeneCounts. Since one of the sequencing batches had longer reads, reads in this batch were trimmed by appropriately specifying the --clip3pNbases parameter of STAR. Gene counts were normalized using DESeq2 v1.34.0 (*63*). To plot the temporal trend of *Or* expression in WT versus mutant, the expression of each *Or* gene was first averaged across replicates and then scaled to its maximum value across genotypes and stages. Next, we calculated the mean and SD of the scaled expression across genes for each genotype and stage. To perform PCA, we first transformed the data using the DESeq2 function vst with default parameters. Then, PCA was done either with *Or* gene set only or with the entire transcriptome. As whole transcriptome–based principal components (PCs) 1 and 2 have separated the samples by developmental stage, we identified the genes driving this separation by examining 750 genes with the largest positive loading on PC1 (presumable early stage–biased genes), 750 genes with the largest negative loading on PC2 (presumable intermediate stage–biased genes), and 750 genes with the largest negative loading on PC1 (presumable late stage–biased genes). To verify the temporal expression pattern of each of these three gene sets, we plotted the mean ± SD of their expression at each stage and for each genotype as described for the *Or* genes above. Finally, we performed Gene Ontology (GO) term enrichment using topGO v2.46.0 (*64*) in conjunction with ViSEAGO v1.8.0 (*65*). In all enrichment analyses, genes with detectable expression, defined as genes with an average sample count of at least 10, were used as the background gene set (*66*). For GO term annotations, previously published Biological Process annotations of *H. saltator* genes (*50*) were intersected with terms present in GO.db v3.14.0 (*67*). topGOdata objects were created with the following parameters: ont = “BP,” nodeSize = 5. GO term enrichment test was performed for “early,” “intermediate,” and “late” genes separately using the following parameters: algorithm = “elim,” statistic = “Fisher.”

#### snRNA-seq preprocessing and clustering

Conversion of raw sequencing data to FASTQ, creation of the transcriptome index, and read counting to generate expression matrix was done in cellranger v7.0.0 with default parameters (*68*). Subsequent analyses were done using scanpy v1.8.2 (*69*). First, cell-wise and gene-wise filtering was applied as follows. Cells with fewer than 750 detected genes, greater than 12,500 Unique Molecular Identifiers (UMIs), or greater than 2.5% mitochondrial reads were removed from the analysis. Then, genes annotated in the National Center for Biotechnology Information (NCBI) file All_Invertebrates.gene_info (https://ftp.ncbi.nih.gov/gene/DATA/GENE_INFO/Invertebrates/All_Invertebrates.gene_info.gz) as “large subunit ribosomal RNA” were removed. First, the different libraries were merged (AnnData.concatenate) and analyzed without performing any batch correction, except what scanpy documentation calls “lightweight batch correction” at the stage of variable gene selection. The combined counts were depth-normalized (CP10k) and log+1 transformed using default parameters. Highly variable gene selection was done with the following parameters: layer = “counts,” batch_key = “orco,” flavor = “seurat_v3,” n_top_genes = 2000, where “orco” is the metadata attribute that encodes whether the library is WT or mutant. PCA was performed, and the optimal number of PCs (*12*) was chosen as the point at which the proportion of variance explained by each PC plateaued. The neighborhood graph and UMAP were computed with default parameters except the number of PCs. Plotting library ID and quality control metrics on the UMAP revealed the following: (i) Even WT libraries prepared from different batches of biological material on different days, i.e. library 1 versus libraries 2 and 3, exhibited pronounced batch effects; (ii) quality metrics, e.g., the number of UMIs, appeared to have a strong effect on cell clustering. Thus, we reanalyzed the data by applying batch correction and increasing the stringency of cell-wise filtering. In addition to the filtering cutoffs applied above, cells with greater than 2750 detected genes, greater than 9500 UMIs, or greater than 1.25% mitochondrial reads were removed. The filtered raw counts were depth-normalized (CP10k) and log+1 transformed using default parameters. Highly variable gene selection was done with the following parameters: layer = “counts,” batch_key = “sample,” flavor = “seurat_v3,” n_top_genes = 2000, where “sample” is the metadata attribute that contains the library ID (1, 2, 3, or 4). Then, scvi-tools v0.16.2 (*70*) was used to set up an scVI model with layer = “counts,” batch_key = “sample,” and then train the model with the following parameters: max_epochs = 800, early_stopping = True, deterministic = True. Obtained latent representation was used to compute the neighborhood graph and UMAP, and Leiden clustering was performed with an arbitrary selected resolution of 5.

#### Cell type annotation

Next, we set out to annotate the cell types. First, cells were broadly split into neurons and nonneurons. Neurons were defined as cells that belonged to clusters that simultaneously expressed *LOC105189534/nSyb*, *LOC105190174/fne*, *LOC105183410/Syt1*, and *LOC105183587/onecut*, while the rest of the cells were classified as nonneuronal cells. Next, given that different ORN types may primarily differ by the expression of only one or several receptor genes and that they may not be represented in our dataset in large numbers, we decided against assigning ORN types to clusters of cells and instead classified each individual cell. To overcome the sparsity of 10X data, we used the following strategy: A Mann-Whitney *U* test (scipy.stats.mannwhitneyu) was performed for each receptor gene to compare its expression in the previously defined neighborhood of the focal cell and in a randomly chosen set of 100 WT nonneuronal cells. A *P* value cutoff of 0.05 was used to label each cell as expressing or not expressing a given gene (fig. S3A). Then, each individual neuron was classified as described in table S5. *LOC105188823/Rh50* and *LOC105188598/nompC* were chosen as markers of ammonia sensory and mechanosensory neurons, respectively, following (*47*, *71*). Finally, cells that belong to clusters expressing *LOC105181500/repo* were classified as glia (*72*), *LOC105191850/Mhc* was used as the marker of muscle cells (*35*), *LOC105181616/grh*-positive cells were classified as epithelium (*35*), and the expression of *LOC105187024/sv* was used to identify neuronal support cells (*35*, *37*).

#### OR phylogeny

To reconstruct the phylogeny of the HSAL60 *Or* genes, we first identified the longest predicted transcript of each gene. Then, we translated them using TransDecoder v5.5.0 (https://github.com/TransDecoder/TransDecoder, accessed 29 December 2022) and only retained a single translation per transcript by passing the --single_best_only flag to TransDecoder.Predict. The translations were aligned using MAFFT v7.508 (*73*) with default parameters. The alignment was visually examined using Jalview v2.11.2.4 (*74*), and sites deemed non-informative were manually removed. Then, phylogenetic tree was built by running RAxML v8.2.12 (*75*) with the following parameters: -f a, -m PROTGAMMAAUTO, -# 100. The best-scoring tree was re-rooted with Orco as an outgroup using FigTree v1.4.4 (http://tree.bio.ed.ac.uk/software/figtree/). The tree in the Newick format is provided as data S1.

#### Bulk RNA-seq of adult antennae

Reads were mapped to the genome, and reads overlapping gene predictions were counted using STAR v2.6.1d (*62*) with the following parameters: --alignIntronMax 7000 --quantMode GeneCounts. The counts were normalized using DESeq2 v1.34.0 (*63*) and overlaid on the OR tree using ggtree v3.2.1 (*76*).

#### Identification of Ors, which retained expression in the orco mutant

We used both the single-nucleus data and the bulk data to identify such genes. Raw single-nucleus counts were depth-normalized (CP10k), and the average expression of each *Or* gene in mutant cells was divided by its average expression in WT cells. The resulting fold change values were log_2_-transformed. Only genes with non-zero expression in both WT and mutant samples were considered. Similarly, fragments per kilobase of transcript per million mapped reads (FPKM) values from the bulk data (see above) were averaged across WT and mutant samples, and log_2_ fold change between mutant and WT was calculated for each OR gene. Plotting log_2_ fold changes in single-nucleus and bulk data revealed a highly significant positive relationship (Pearson *R*^2^ = 0.21, *P* < 10^−13^, Spearman *R*^2^ = 0.17, *P* < 10^−11^) (fig. S4A). To select genes that exhibited the smallest amount of change in the mutant, we drew an arbitrary cutoff for both data sets (fig. S4A). To identify the markers of nonneuronal cells that express *HsOr370*, we performed iterative marker searches using sc.tl.rank_genes_groups with either “rest” or various individual clusters as the reference. The expression specificity was visually assessed by plotting the expression of potential marker genes on the UMAP.

# Supplementary material for: Orco-dependent survival of odorant receptor neurons in ants
**Source:** Sci Adv. 2024 Jun 7;10(23):eadk9000. doi: 10.1126/sciadv.adk9000
**Supplement:** Supplementary file 1 — Figs. S1 to S5 Legends for tables S1 to S6 Legend for data S1 References

Supplementary Materials for  
**Orco-dependent survival of odorant receptor neurons in ants**

Bogdan Sieriebriennikov *et al.*

*Sci. Adv.* **10**, eadk9000 (2024)  
DOI: 10.1126/sciadv.adk9000

**The PDF file includes:**

Figs. S1 to S5  
Legends for tables S1 to S6  
Legend for data S1  
References

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S6  
Data S1

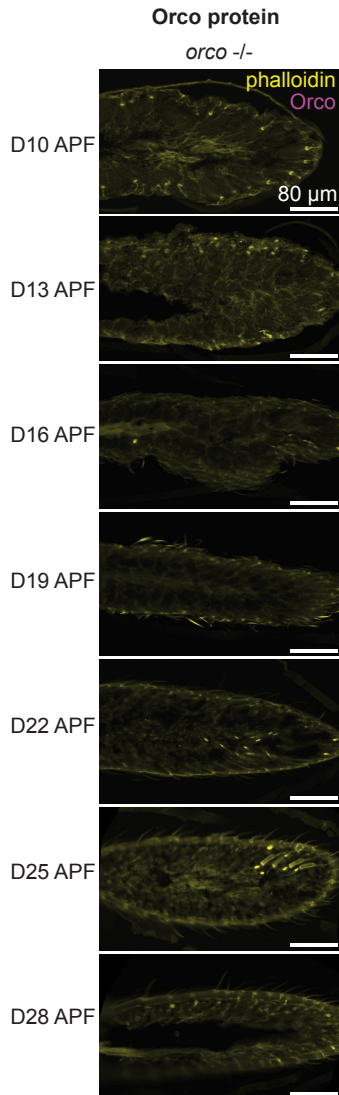

**Figure S1. Control stainings in the *orco* mutant.**

Representative immunohistochemistry images of sectioned mutant pupal antennae following the staining and age conventions of Fig. 1E. This represents a control for our Orco antibody, as mutant animals should not exhibit positive signal.

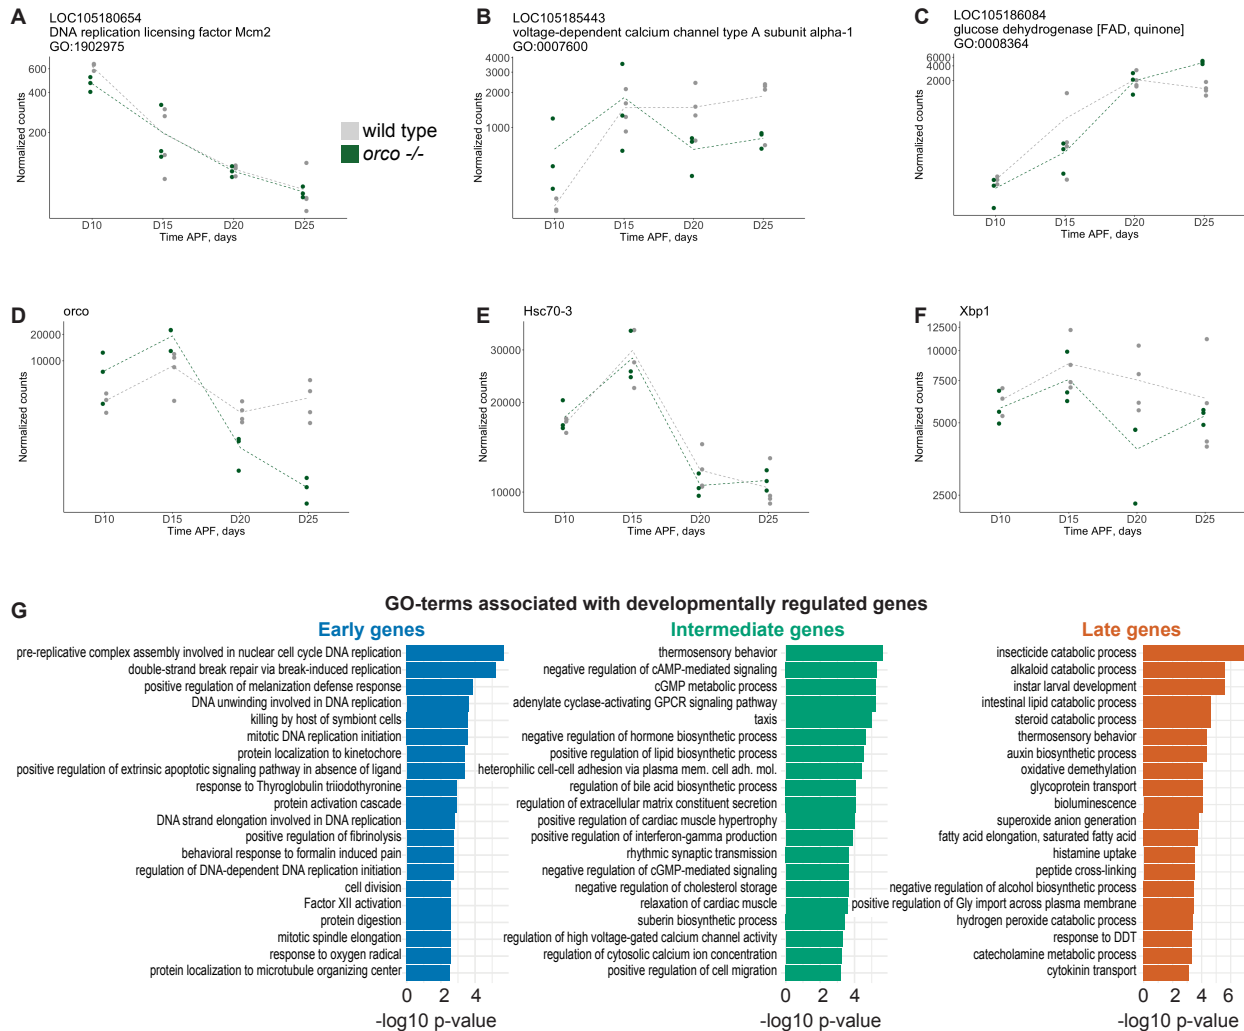

**Figure S2. Expression of individual genes in bulk RNA-seq and enriched GO-terms.**

**(A-C)** Expression patterns of selected genes from “early” (A), “intermediate” (B), and “late” (C) gene sets as defined in Fig. 2B. The title of each plot contains gene ID, NCBI annotation, and an associated GO-term significantly enriched in the corresponding gene set. Note that genes shown may be associated with additional GO-terms

**(D)** Expression pattern of *Orco*.

**(E-F)** Expression patterns of selected markers of ER stress. The Y axis in panels (A-F) displays DESeq2-normalized gene counts. Each point corresponds to a sample. The dashed lines connect time point means.

**(G)** Top GO-terms enriched in “early”, “intermediate”, and “late” genes, along with corresponding Fisher’s test p-values.

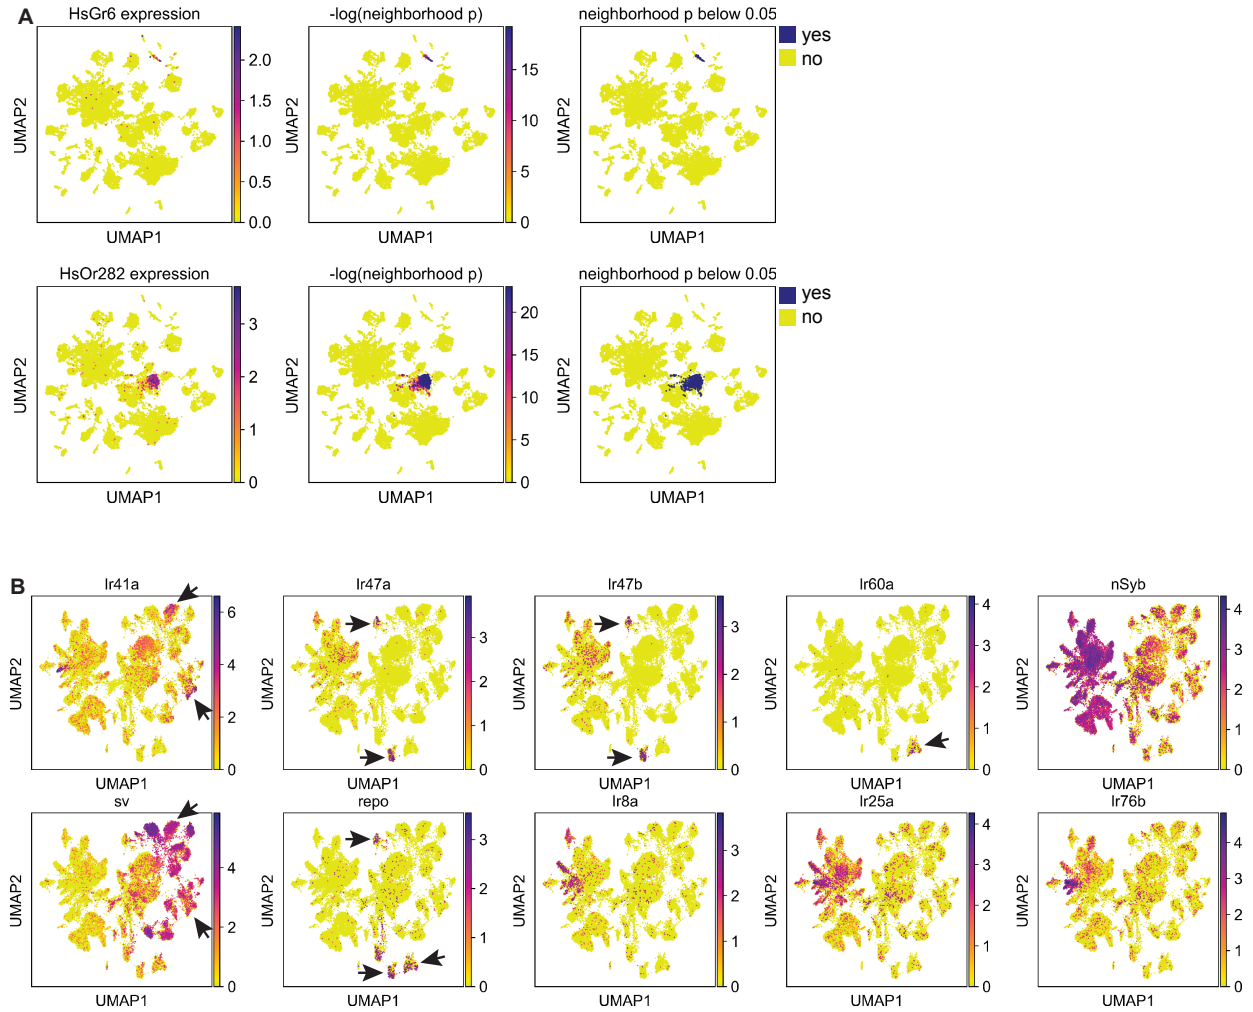

**Figure S3. Binarization of gene expression in the *H. saltator* snRNA-seq data and non-neuronal expression of chemoreceptor genes in *D. melanogaster*.**

**(A)** UMAP plots showing the expression of two selected receptor genes. Plots in the left column show depth-normalized and log-transformed counts. Plots in the middle column show the negative logarithm of the p-value obtained from the Mann-Whitney U test between the neighborhood of each cell and a randomly chosen set of 100 wild-type non-neuronal cells (see Methods for details). Plots in the right column show binarized p-values from the middle column (above or below 0.05), which were used to classify cells as expressing or not expressing different receptor classes shown in Fig. 3C.

**(B)** UMAP plots showing the expression of the four non-neuronally expressed *lrs*, a neuronal marker *nSyb*, a support cell marker *sv*, a glial cell marker *repo*, and all three *ircos* in *Drosophila*.

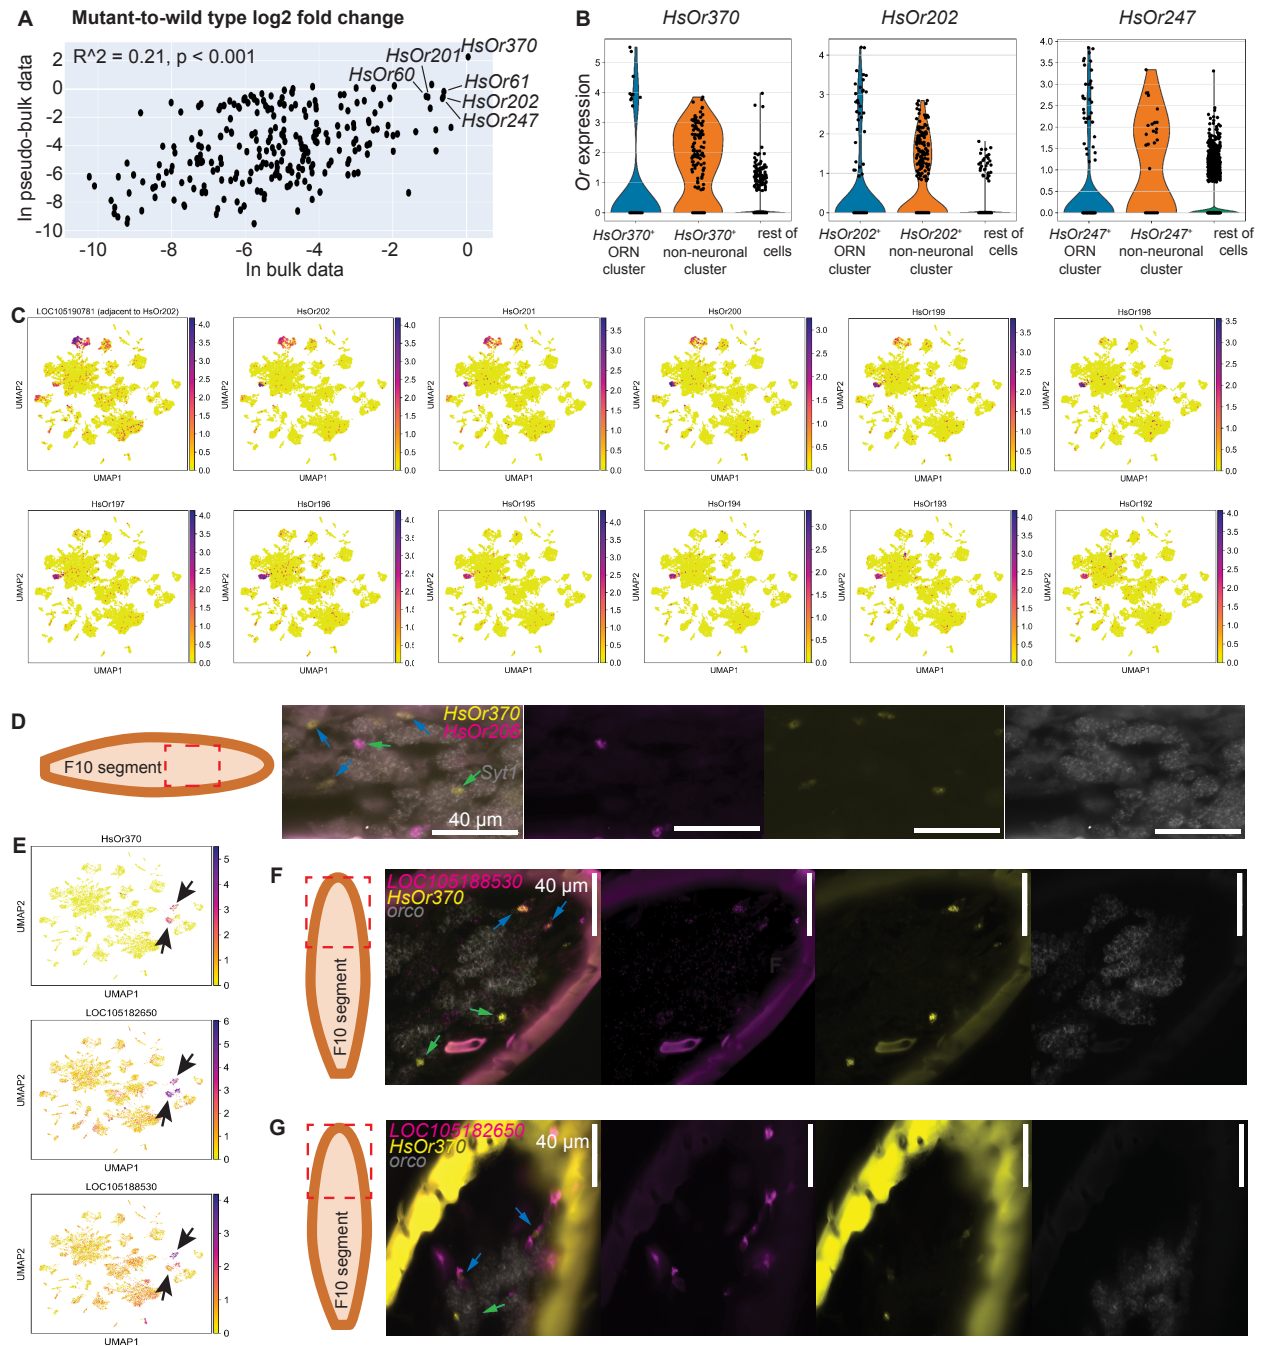

**Figure S4. Identification of *Ors* that retain their expression in the mutant and their non-neuronal expression.**

**(A)** Pearson's correlation between the level of expression retention (expressed as a log2 fold change in *Or* expression between mutant and WT) in bulk data and in pseudo-bulk data.

**(B)** Expression level of selected *Ors* from fig. 4 in ORNs and non-neurons.

**(C)** UMAP plots showing the expression of *Ors HsOr202-HsOr193* and their upstream non-*Or* neighbor.

**(D)** Representative HCR RNA-FISH images of sectioned WT adult antennae illustrating the relationships between an *Or* with exclusively neuronal expression (*HsOr206*, magenta), an *Or* with additional non-neuronal expression (*HsOr370*, yellow), and a neuronal marker (*Syt1*, grey). *HsOr206* always co-localizes with the neuronal marker (left green arrow). *HsOr370* may co-localize with the neuronal marker (right green arrow) or without (blue arrows). The checked red box in the diagram illustrates the region of the flagellum (as illustrated in Fig. 1A) imaged.

**(E)** UMAP plots showing the expression of *HsOr370* and of two genes marking the *HsOr370*-positive support cells. Arrows point at the support cell clusters that express *HsOr370*.

**(F-G)** Representative HCR RNA-FISH images of sectioned WT adult antennae. Here, we show the relationship between *HsOr370* (yellow), identified support cell markers (magenta) and a neuronal marker (*orco*, grey). Green arrows show cases of *HsOr370* expression in neuronal cells. Blue arrows demonstrate cases where *HsOr370* co-localizes (D) or “nests” (E) with support cell markers, but not the neuronal marker. The checked red box in the diagram illustrates the region of the flagellum (as illustrated in Fig. 1A) imaged.

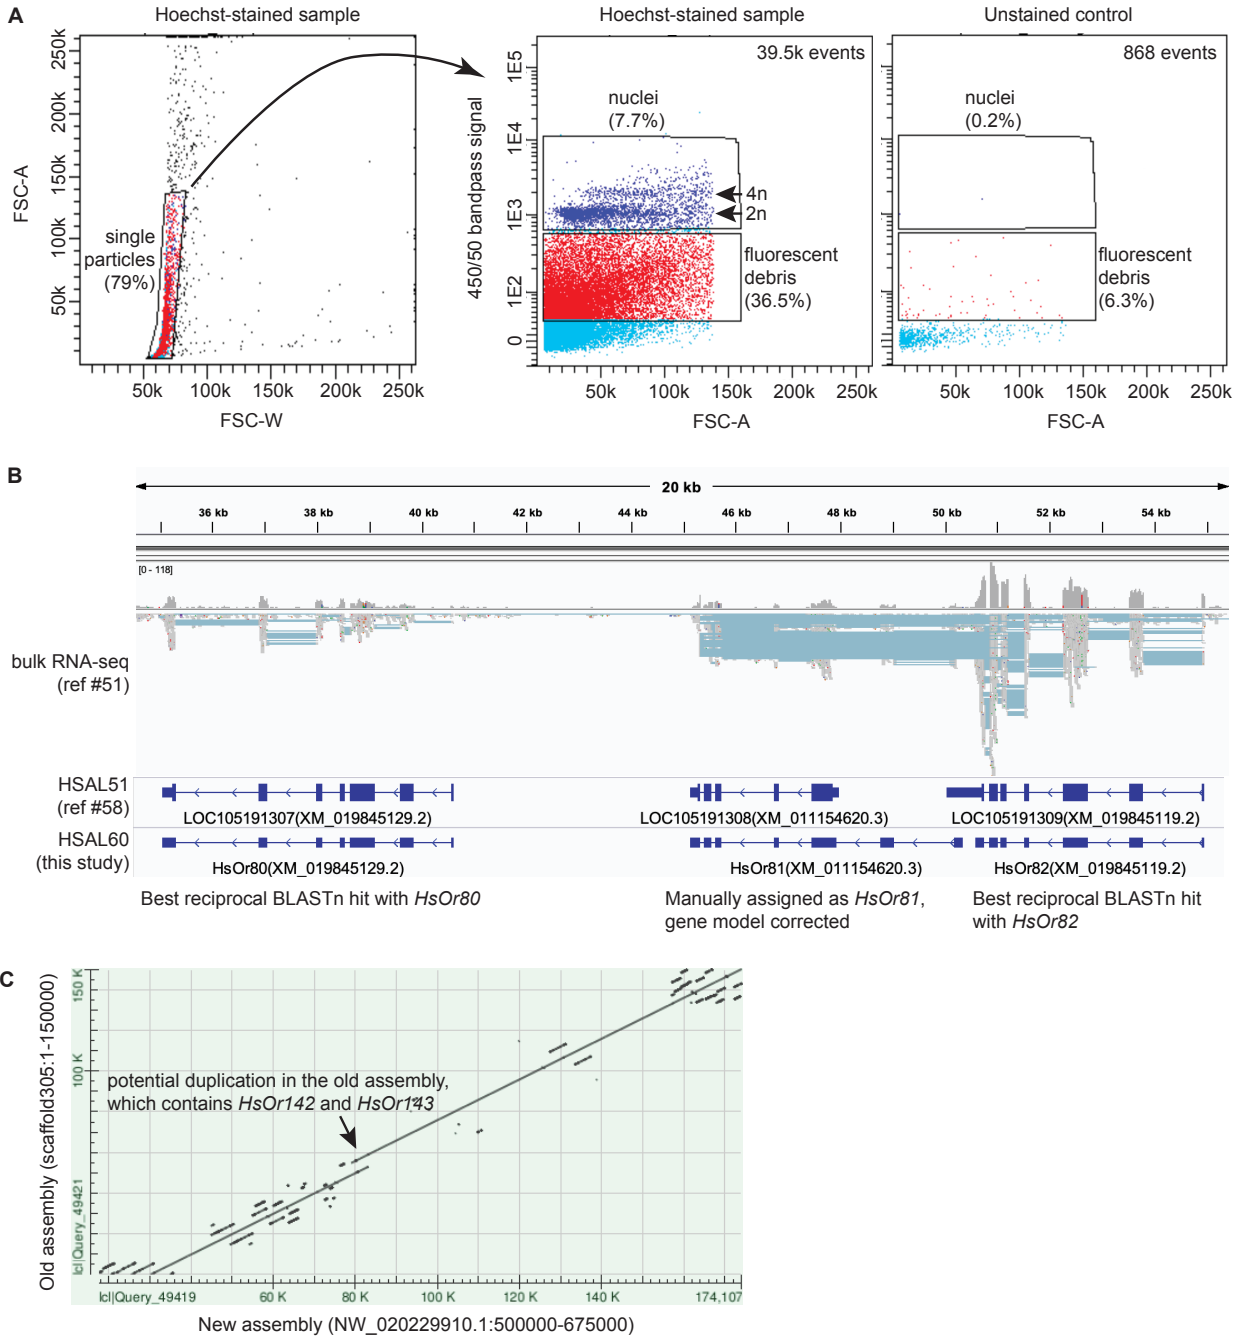

**Figure S5. Additional experimental details.**

**(A)** FACS gating. FSC = forward scatter, A = area, W = width, 2n = putative diploid nuclei, 4n = putative tetraploid nuclei. The “nuclei” gate was used for sorting.

**(B)** Genome browser snapshot showing the locus that contains *HsOr80*, *HsOr81*, and *HsOr82* along with aligned bulk RNA-seq data, HSAL51 and HSAL60 gene annotations, and the

description of evidence used to transfer gene IDs from Zhou et al. (51) onto the HSAL60 annotations.

**(C)** Dot plot output of BLAST between the region that contains *HsOr142* and *HsOr143* in the old genome assembly and the homologous region in the new assembly.

**Table S1.** List of *Gr*, *Ir*, and *Or* genes in the HSAL60 annotation set.

**Table S2.** List of GO-terms enriched in “early”, “intermediate”, and “late” gene sets.

**Table S3.** List of *Or* loci, the description of their expression pattern in mutant snRNA-seq data, and neighboring non-*Or* genes which could potentially drive non-neuronal expression of *Ors*.

**Table S4.** Recipe of the homogenization buffer.

**Table S5.** Classification strategy for neuronal cell types. “+” stands for expression (neighborhood p-value < 0.05) and “-” stands for the lack of expression.

**Table S6.** A table of key resources.

**Data S1.** Phylogenetic tree of *Or* genes in the Newick format.

## REFERENCES AND NOTES

1. J. M. Smith, E. Szathmáry, *The Major Transitions in Evolution* (Oxford Univ. Press, 1998).
2. E. O. Wilson, B. Hölldobler, Eusociality: Origin and consequences. *Proc. Natl. Acad. Sci. U.S.A.* **102**, 13367–13371 (2005).
3. T. Komiyama, L. Luo, Development of wiring specificity in the olfactory system. *Curr. Opin. Neurobiol.* **16**, 67–73 (2006).
4. H. M. Robertson, Molecular evolution of the major arthropod chemoreceptor gene families. *Annu. Rev. Entomol.* **64**, 227–242 (2019).
5. H. Yan, S. Jafari, G. Pask, X. Zhou, D. Reinberg, C. Desplan, Evolution, developmental expression and function of odorant receptors in insects. *J. Exp. Biol.* **223**, jeb208215 (2020).
6. T. Imai, H. Sakano, Odorant receptor-mediated signaling in the mouse. *Curr. Opin. Neurobiol.* **18**, 251–260 (2008).
7. S. Rengarajan, E. A. Hallem, Olfactory circuits and behaviors of nematodes. *Curr. Opin. Neurobiol.* **41**, 136–148 (2016).
8. R. Benton, On the ORigin of smell: Odorant receptors in insects. *Cell Mol. Life Sci.* **63**, 1579–1585 (2006).
9. J. A. Butterwick, J. del Mármol, K. H. Kim, M. A. Kahlson, J. A. Rogow, T. Walz, V. Ruta, Cryo-EM structure of the insect olfactory receptor Orco. *Nature* **560**, 447–452 (2018).
10. K. Sato, M. Pellegrino, T. Nakagawa, T. Nakagawa, L. B. Vosshall, K. Touhara, Insect olfactory receptors are heteromeric ligand-gated ion channels. *Nature* **452**, 1002–1006 (2008).
11. K. Touhara, L. B. Vosshall, Sensing odorants and pheromones with chemosensory receptors. *Annu. Rev. Physiol.* **71**, 307–332 (2009).

12. D. Wicher, R. Schäfer, R. Bauernfeind, M. C. Stensmyr, R. Heller, S. H. Heinemann, B. S. Hansson, Drosophila odorant receptors are both ligand-gated and cyclic-nucleotide-activated cation channels. *Nature* **452**, 1007–1011 (2008).
13. P. Brand, H. M. Robertson, W. Lin, R. Pothula, W. E. Klingeman, J. L. Jurat-Fuentes, B. R. Johnson, The origin of the odorant receptor gene family in insects. *eLife* **7**, e38340 (2018).
14. C. Opachaloemphan, H. Yan, A. Leibholz, C. Desplan, D. Reinberg, Recent advances in behavioral (Epi)genetics in eusocial insects. *Annu. Rev. Genet.* **52**, 489–510 (2018).
15. W. Tribble, L. Olivos-Cisneros, S. K. McKenzie, J. Saragosti, N. Chang, B. J. Matthews, P. R. Oxley, D. J. C. Kronauer, *orco* mutagenesis causes loss of antennal lobe glomeruli and impaired social behavior in ants. *Cell* **170**, 727–735.e10 (2017).
16. H. Yan, C. Opachaloemphan, G. Mancini, H. Yang, M. Gallitto, J. Mlejnek, A. Leibholz, K. Haight, M. Ghaninia, L. Huo, M. Perry, J. Slone, X. Zhou, M. Traficante, C. A. Penick, K. Dolezal, K. Gokhale, K. Stevens, I. Fetter-Pruneda, R. Bonasio, L. J. Zwiebel, S. L. Berger, J. Liebig, D. Reinberg, C. Desplan, An engineered *orco* mutation produces aberrant social behavior and defective neural development in ants. *Cell* **170**, 736–747.e9 (2017).
17. A. Chiang, P. Rashi, M. Ramaswami, K. Vijayraghavan, V. Rodrigues, Neuronal activity and Wnt signaling act through Gsk3- $\beta$  to regulate axonal integrity in mature Drosophila olfactory sensory neurons. *Development* **136**, 1273–1282 (2009).
18. D. Task, C. J. Potter, Rapid degeneration of Drosophila olfactory neurons in Orco mutant maxillary palps. *MicroPubl. Biol.* (2021).
19. Z. Chen, I. M. Traniello, S. Rana, A. C. Cash-Ahmed, A. L. Sankey, C. Yang, G. E. Robinson, Neurodevelopmental and transcriptomic effects of CRISPR/Cas9-induced somatic *orco* mutation in honey bees. *J. Neurogenet.*, **3**, 320–332 (2021).

20. C. R. Yu, J. Power, G. Barnea, S. O'Donnell, H. E. V. Brown, J. Osborne, R. Axel, J. A. Gogos, Spontaneous neural activity is required for the establishment and maintenance of the olfactory sensory map. *Neuron* **42**, 553–566 (2004).
21. H. J. Shayya, J. K. Kahiapo, R. Duffié, K. S. Lehmann, L. Bashkirova, K. Monahan, R. P. Dalton, J. Gao, S. Jiao, I. Schieren, L. Belluscio, S. Lomvardas, ER stress transforms random olfactory receptor choice into axon targeting precision. *Cell* **185**, 3896–3912.e22 (2022).
22. C. A. Penick, S. S. Prager, J. Liebig, Juvenile hormone induces queen development in late-stage larvae of the ant *Harpegnathos saltator*. *J. Insect Physiol.* **58**, 1643–1649 (2012).
23. K. Endo, T. Aoki, Y. Yoda, K.-i. Kimura, C. Hama, Notch signal organizes the *Drosophila* olfactory circuitry by diversifying the sensory neuronal lineages. *Nat. Neurosci.* **10**, 153–160 (2007).
24. A. Sen, D. Kuruvilla, L. Pinto, A. Sarin, V. Rodrigues, Programmed cell death and context dependent activation of the EGF pathway regulate gliogenesis in the *Drosophila* olfactory system. *Mech. Dev.* **121**, 65–78 (2004).
25. P. C. Chai, S. Cruchet, L. Wigger, R. Benton, Sensory neuron lineage mapping and manipulation in the *Drosophila* olfactory system. *Nat. Commun.* **10**, 643 (2019).
26. S. Barish, P. C. Volkan, Mechanisms of olfactory receptor neuron specification in *Drosophila*. *Wiley Interdiscip. Rev. Dev. Biol.* **4**, 609–621 (2015).
27. M. C. Larsson, A. I. Domingos, W. D. Jones, M. E. Chiappe, H. Amrein, L. B. Vosshall, Or83b encodes a broadly expressed odorant receptor essential for *Drosophila* olfaction. *Neuron* **43**, 703–714 (2004).
28. L. Wang, H. D. Ryoo, Y. Qi, H. Jasper, PERK limits drosophila lifespan by promoting intestinal stem cell proliferation in response to ER stress. *PLOS Genet.* **11**, e1005220 (2015).

29. E. Feldmesser, T. Olender, M. Khen, I. Yanai, R. Ophir, D. Lancet, Widespread ectopic expression of olfactory receptor genes. *BMC Genomics* **7**, 121 (2006).
30. C. Flegel, S. Manteniotis, S. Osthold, H. Hatt, G. Gisselmann, Expression profile of ectopic olfactory receptors determined by deep sequencing. *PLOS ONE* **8**, e55368 (2013).
31. E. A. Feingold, L. A. Penny, A. W. Nienhuis, B. G. Forget, An olfactory receptor gene is located in the extended human  $\beta$ -globin gene cluster and is expressed in erythroid cells. *Genomics* **61**, 15–23 (1999).
32. P. T. Spellman, G. M. Rubin, Evidence for large domains of similarly expressed genes in the *Drosophila* genome. *J. Biol.* **1**, 5 (2002).
33. P. Quintero-Cadena, P. W. Sternberg, Enhancer sharing promotes neighborhoods of transcriptional regulation across eukaryotes. *G3 (Bethesda)* **6**, 4167–4174 (2016).
34. S. Prelic, V. P. Mahadevan, V. Venkateswaran, S. Lavista-Llanos, B. S. Hansson, D. Wicher, Functional interaction between *Drosophila* olfactory sensory neurons and their support cells. *Front. Cell. Neurosci.* **15**, 789086 (2022).
35. H. Li, J. Janssens, M. De Waegeneer, S. S. Kolluru, K. Davie, V. Gardeux, W. Saelens, F. P. A. David, M. Brbic, K. Spanier, J. Leskovec, C. N. McLaughlin, Q. Xie, R. C. Jones, K. Brueckner, J. Shim, S. G. Tattikota, F. Schnorrer, K. Rust, T. G. Nystul, Z. Carvalho-Santos, C. Ribeiro, S. Pal, S. Mahadevaraju, T. M. Przytycka, A. M. Allen, S. F. Goodwin, C. W. Berry, M. T. Fuller, H. White-Cooper, E. L. Matunis, S. DiNardo, A. Galenza, L. E. O'Brien, J. A. T. Dow, F. C. A. C. S. Sign, H. Jasper, B. Oliver, N. Perrimon, B. Deplancke, S. R. Quake, L. Luo, S. Aerts, D. Agarwal, Y. Ahmed-Braimah, M. Arbeitman, M. M. Ariss, J. Augsburger, K. Ayush, C. C. Baker, T. Banisch, K. Birker, R. Bodmer, B. Bolival, S. E. Brantley, J. A. Brill, N. C. Brown, N. A. Buehner, X. T. Cai, R. Cardoso-Figueiredo, F. Casares, A. Chang, T. R. Clandinin, S. Crasta, C. Desplan,

- A. M. Detweiler, D. B. Dhakan, E. Dona, S. Engert, S. Floc'hlay, N. George, A. J. Gonzalez-Segarra, A. K. Groves, S. Gumbin, Y. Guo, D. E. Harris, Y. Heifetz, S. L. Holtz, F. Horns, B. Hudry, R. J. Hung, Y. N. Jan, J. S. Jaszczak, G. Jefferis, J. Karkanias, T. L. Karr, N. S. Katheder, J. Kezos, A. A. Kim, S. K. Kim, L. Kockel, N. Konstantinides, T. B. Kornberg, H. M. Krause, A. T. Labott, M. Laturney, R. Lehmann, S. Leinwand, J. Li, J. S. S. Li, K. Li, L. Li, T. Li, M. Litovchenko, H. H. Liu, Y. Liu, T. C. Lu, J. Manning, A. Mase, M. Matera-Vatnick, N. R. Matias, C. E. McDonough-Goldstein, A. McGeever, A. D. McLachlan, P. Moreno-Roman, N. Neff, M. Neville, S. Ngo, T. Nielsen, C. E. O'Brien, D. Osumi-Sutherland, M. N. Ozel, I. Papatheodorou, M. Petkovic, C. Pilgrim, A. O. Pisco, C. Reisenman, E. N. Sanders, G. Dos Santos, K. Scott, A. Sherlekar, P. Shiu, D. Sims, R. V. Sit, M. Slaidina, H. E. Smith, G. Sterne, Y. H. Su, D. Sutton, M. Tamayo, M. Tan, I. Tastekin, C. Treiber, D. Vacek, G. Vogler, S. Waddell, W. Wang, R. I. Wilson, M. F. Wolfner, Y. E. Wong, A. Xie, J. Xu, S. Yamamoto, J. Yan, Z. Yao, K. Yoda, R. Zhu, R. P. Zinzen, Fly Cell Atlas: A single-nucleus transcriptomic atlas of the adult fruit fly. *Science* **375**, eabk2432 (2022).
36. A. R. Ryba, S. K. McKenzie, L. Olivos-Cisneros, E. J. Clowney, P. M. Pires, D. J. C. Kronauer, Comparative development of the Ant chemosensory system. *Curr. Biol.* **30**, 3223–3230.e4 (2020).
37. M. Scalzotto, R. Ng, S. Cruchet, M. Saina, J. Armida., C. Su, R. Benton, Pheromone sensing in *Drosophila* requires support cell-expressed Osiris 8. *BMC Biol.* **20**, 230 (2022).
38. H. R. Schmidt, R. Benton, Molecular mechanisms of olfactory detection in insects: Beyond receptors. *Open Biol.* **10**, 200252 (2020).
39. N. Kang, J. Koo, Olfactory receptors in non-chemosensory tissues. *BMB Rep.* **45**, 612–622 (2012).

40. C. Schneider, C. E. O’Leary, R. M. Locksley, Regulation of immune responses by tuft cells. *Nat. Rev. Immunol.* **19**, 584–593 (2019).
41. A. D. Workman, J. N. Palmer, N. D. Adappa, N. A. Cohen, The role of bitter and sweet taste receptors in upper airway immunity. *Curr. Allergy Asthma Rep.* **15**, 72 (2015).
42. C. Chen, E. Buhl, M. Xu, V. Croset, J. S. Rees, K. S. Lilley, R. Benton, J. J. L. Hodge, R. Stanewsky, Drosophila ionotropic receptor 25a mediates circadian clock resetting by temperature. *Nature* **527**, 516–520 (2015).
43. L. Ni, M. Klein, K. V. Svec, G. Budelli, E. C. Chang, A. J. Ferrer, R. Benton, A. D. Samuel, P. A. Garrity, The ionotropic receptors IR21a and IR25a mediate cool sensing in Drosophila. *eLife* **5**, e13254 (2016).
44. L. Ni, P. Bronk, E. C. Chang, A. M. Lowell, J. O. Flam, V. C. Panzano, D. L. Theobald, L. C. Griffith, P. A. Garrity, A gustatory receptor paralogue controls rapid warmth avoidance in Drosophila. *Nature* **500**, 580–584 (2013).
45. R. J. Pitts, C. Liu, X. Zhou, J. C. Malpartida, L. J. Zwiebel, Odorant receptor-mediated sperm activation in disease vector mosquitoes. *Proc. Natl. Acad. Sci. U.S.A.* **111**, 2566–2571 (2014).
46. B. Vidal, U. Aghayeva, H. Sun, C. Wang, L. Glenwinkel, E. A. Bayer, O. Hobert, An atlas of Caenorhabditis elegans chemoreceptor expression. *PLOS Biol.* **16**, e2004218 (2018).
47. M. Herre, O. V. Goldman, T. C. Lu, G. Caballero-Vidal, Y. Qi, Z. N. Gilbert, Z. Gong, T. Morita, S. Rahiel, M. Ghaninia, R. Ignell, B. J. Matthews, H. Li, L. B. Vosshall, M. A. Younger, Non-canonical odor coding in the mosquito. *Cell* **185**, 3104–3123.e28 (2022).
48. C. N. McLaughlin, M. Brbic, Q. Xie, T. Li, F. Horns, S. S. Kolluru, J. M. Kebschull, D. Vacek, A. Xie, J. Li, R. C. Jones, J. Leskovec, S. R. Quake, L. Luo, H. Li, Single-cell

- transcriptomes of developing and adult olfactory receptor neurons in *Drosophila*. *eLife* **10**, e63856 (2021).
49. D. Task, C. C. Lin, A. Vulpe, A. Afify, S. Ballou, M. Brbic, P. Schlegel, J. Raji, G. Jefferis, H. Li, K. Menuz, C. J. Potter, Chemoreceptor co-expression in *Drosophila melanogaster* olfactory neurons. *eLife* **11**, e72599 (2022).
50. H. Yan, C. Opachaloemphan, F. Carmona-Aldana, G. Mancini, J. Mlejnek, N. Descostes, B. Sieriebriennikov, A. Leibholz, X. Zhou, L. Ding, M. Traficante, C. Desplan, D. Reinberg, Insulin signaling in the long-lived reproductive caste of ants. *Science* **377**, 1092–1099 (2022).
51. X. Zhou, J. D. Slone, A. Rokas, S. L. Berger, J. Liebig, A. Ray, D. Reinberg, L. J. Zwiebel, Phylogenetic and transcriptomic analysis of chemosensory receptors in a pair of divergent ant species reveals sex-specific signatures of odor coding. *PLOS Genet.* **8**, e1002930 (2012).
52. R. Bonasio, G. Zhang, C. Ye, N. S. Mutti, X. Fang, N. Qin, G. Donahue, P. Yang, Q. Li, C. Li, P. Zhang, Z. Huang, S. L. Berger, D. Reinberg, J. Wang, J. Liebig, Genomic comparison of the ants *Camponotus floridanus* and *Harpegnathos saltator*. *Science* **329**, 1068–1071 (2010).
53. E. J. Shields, L. Sheng, A. K. Weiner, B. A. Garcia, R. Bonasio, High-quality genome assemblies reveal long non-coding RNAs expressed in ant brains. *Cell Rep.* **23**, 3078–3090 (2018).
54. P. Engsontia, U. Sangket, H. M. Robertson, C. Satasook, Diversification of the ant odorant receptor gene family and positive selection on candidate cuticular hydrocarbon receptors. *BMC Res. Notes* **8**, 380 (2015).
55. G. M. Pask, J. D. Slone, J. G. Millar, P. Das, J. A. Moreira, X. Zhou, J. Bello, S. L. Berger, R. Bonasio, C. Desplan, D. Reinberg, J. Liebig, L. J. Zwiebel, A. Ray, Specialized

odorant receptors in social insects that detect cuticular hydrocarbon cues and candidate pheromones. *Nat. Commun.* **8**, 297 (2017).

56. R. Saad, A. B. Cohan, M. Kosloff, E. Privman, Neofunctionalization in ligand binding sites of ant olfactory receptors. *GBE* **10**, 2490–2500 (2018).

57. J. D. Slone, G. M. Pask, S. T. Ferguson, J. G. Millar, S. L. Berger, D. Reinberg, J. Liebig, A. Ray, L. J. Zwiebel, Functional characterization of odorant receptors in the ponerine ant, *Harpegnathos saltator*. *Proc. Natl. Acad. Sci. U.S.A.* **114**, 8586–8591 (2017).

58. E. J. Shields, M. Sorida, L. Sheng, B. Sieriebriennikov, L. Ding, R. Bonasio, Genome annotation with long RNA reads reveals new patterns of gene expression and improves single-cell analyses in an ant brain. *BMC Biol.* **19**, 254 (2021).

59. J. Mistry, S. Chuguransky, L. Williams, M. Qureshi, G. A. Salazar, E. L. L. Sonnhammer, S. C. E. Tosatto, L. Paladin, S. Raj, L. J. Richardson, R. D. Finn, A. Bateman, Pfam: The protein families database in 2021. *Nucleic Acids Res.* **49**, D412–D419 (2021).

60. C. Camacho, G. Coulouris, V. Avagyan, N. Ma, J. Papadopoulos, K. Bealer, T. L. Madden, BLAST+: Architecture and applications. *BMC Bioinformatics* **10**, 421 (2009).

61. P. J. A. Cock, J. M. Chilton, B. Grüning, J. E. Johnson, N. Soranzo, NCBI BLAST+ integrated into Galaxy. *GigaScience* **4**, 39 (2015).

62. A. Dobin, C. A. Davis, F. Schlesinger, J. Drenkow, C. Zaleski, S. Jha, P. Batut, M. Chaisson, T. R. Gingeras, STAR: Ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).

63. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).

64. A. Alexa, J. Rahnenfuhrer. topGO: Enrichment analysis for gene ontology. R package version 2.54.0 (2023).
65. A. Brionne, A. Juanchich, C. Hennequet-Antier, ViSEAGO: A Bioconductor package for clustering biological functions using Gene Ontology and semantic similarity. *BioData Min.* **12**, 16 (2019).
66. K. Wijesooriya, S. A. Jadaan, K. L. Perera, T. Kaur, M. Ziemann, Urgent need for consistent standards in functional enrichment analysis. *PLOS Comput. Biol.* **18**, e1009935 (2022).
67. M. Carlson. GO.db: A set of annotation maps describing the entire Gene Ontology. R package version 3.8.2 (2019).
68. G. X. Zheng, J. M. Terry, P. Belgrader, P. Ryvkin, Z. W. Bent, R. Wilson, S. B. Ziraldo, T. D. Wheeler, G. P. McDermott, J. Zhu, M. T. Gregory, J. Shuga, L. Montesclaros, J. G. Underwood, D. A. Masquelier, S. Y. Nishimura, M. Schnall-Levin, P. W. Wyatt, C. M. Hindson, R. Bharadwaj, A. Wong, K. D. Ness, L. W. Beppu, H. J. Deeg, C. McFarland, K. R. Loeb, W. J. Valente, N. G. Ericson, E. A. Stevens, J. P. Radich, T. S. Mikkelsen, B. J. Hindson, J. H. Bielas, Massively parallel digital transcriptional profiling of single cells. *Nat. Commun.* **8**, 14049 (2017).
69. F. A. Wolf, P. Angerer, F. J. Theis, SCANPY: Large-scale single-cell gene expression data analysis. *Genome Biol.* **19**, 15 (2018).
70. A. Gayoso, R. Lopez, G. Xing, P. Boyeau, V. V. Pour Amiri, J. Hong, K. Wu, M. Jayasuriya, E. Mehlman, M. Langevin, Y. Liu, J. Samaran, G. Misrachi, A. Nazaret, O. Clivio, C. Xu, T. Ashuach, M. Gabitto, M. Lotfollahi, V. Svensson, E. da Veiga Beltrame, V. Kleshchevnikov, C. Talavera-Lopez, L. Pachter, F. J. Theis, A. Streets, M. I. Jordan, J. Regier, N. Yosef, A Python library for probabilistic analysis of single-cell omics data. *Nat. Biotechnol.* **40**, 163–166 (2022).

71. A. Vulpe, K. Menuz, Ir76b is a co-receptor for amine responses in *Drosophila* olfactory neurons. *Front. Cell. Neurosci.* **15**, 759238 (2021).
72. K. Davie, J. Janssens, D. Koldere, M. De Waegeneer, U. Pech, L. Kreft, S. Aibar, S. Makhzami, V. Christiaens, C. Bravo Gonzalez-Blas, S. Poovathingal, G. Hulselmans, K. I. Spanier, T. Moerman, B. Vanspauwen, S. Geurs, T. Voet, J. Lammertyn, B. Thienpont, S. Liu, N. Konstantinides, M. Fiers, P. Verstreken, S. Aerts, A single-cell transcriptome atlas of the aging *Drosophila* brain. *Cell* **174**, 982–998.e20 (2018).
73. K. Katoh, D. M. Standley, MAFFT multiple sequence alignment software version 7: Improvements in performance and usability. *Mol. Biol. Evol.* **30**, 772–780 (2013).
74. A. M. Waterhouse, J. B. Procter, D. M. A. Martin, M. Clamp, G. J. Barton, Jalview Version 2—A multiple sequence alignment editor and analysis workbench. *Bioinformatics* **25**, 1189–1191 (2009).
75. A. Stamatakis, RAxML version 8: A tool for phylogenetic analysis and post-analysis of large phylogenies. *Bioinformatics* **30**, 1312–1313 (2014).
76. G. Yu, Using ggtree to visualize data on tree-like structures. *Curr. Protoc. Bioinformatics* **69**, e96 (2020).
77. J. Schindelin, I. Arganda-Carreras, E. Frise, V. Kaynig, M. Longair, T. Pietzsch, S. Preibisch, C. Rueden, S. Saalfeld, B. Schmid, J. Y. Tinevez, D. J. White, V. Hartenstein, K. Eliceiri, P. Tomancak, A. Cardona, Fiji: An open-source platform for biological-image analysis. *Nat. Methods* **9**, 676–682 (2012).

How the deposited data were processed for this re-analysis (not part of the article)

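Antennae of H. saltator pupae, WT and homozygous orco mutant, were collected by the authors at 10, 15, 20, and 25 days APF and their RNA was sequenced in several rounds. Of the 27 libraries, WT D10 and each mutant stage have 3 and each later WT stage has 4. Samples were grouped by genotype, stage, and replicate as labeled by the authors, and all 27 columns of the deposited table matched a library, with 0 left over.

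For each library, the authors mapped reads to the H. saltator assembly with STAR and deposited a count of reads for each of 14407 genes, together with the reads that were unmapped, multimapping, on no gene, or ambiguous. Reads of the batch with longer reads had been trimmed by the authors during mapping. The counts are raw, and reads that map to more than one place are not in them. Unmapped reads made up 2.86 to 33.2% of the reads of a library, multimapping reads 0.900 to 3.24%, reads on no gene 6.34 to 20.1%, and ambiguous reads 1.36 to 4.13%. The authors also deposited one table of normalized signal, the counts divided by DESeq2 size factors. Size factors computed here from the counts gave the deposited values with a largest difference of 4.10e-08, so the file holds the unit that the Methods state.

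Between 3454610 and 52275933 counts on genes per library, with a median of 22719131, set the precision. The shallowest libraries were mutant D10 replicate 3 and mutant D10 replicate 2. A gene with at most 3 counts in every library of a group was treated as at the floor. The fold change of such a gene is given as a bound where it is named. Medians are of fitted values unless bounds are stated. Limits of this kind cover counting error only, since reads without molecular identifiers are not independent molecules. Replicate numbers do not pair the WT and mutant libraries, so no pairing was used.

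Genes with a mean count of at least 10 per library, 11086 in all, were tested with edgeR 4.0.16 (R 4.3.3), with TMM normalization and the quasi-likelihood test, two-sided, in one model with 8 groups of genotype and stage. Contrasts were mutant against WT at each stage, each stage against the one before within a genotype, and the difference of these changes between genotypes. P-values were adjusted by the Benjamini-Hochberg method within each contrast, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Gene lists were tested as sets with fry and camera (limma 3.58.1), two-sided. DESeq2 1.42.0 gave size factors, variance-stabilized values for the PCA, and a second test. Mean scaled expression of Or genes followed the Methods, with a value for each library compared by two-sided exact permutation tests. PCA was centered and not scaled, and sets of 750 genes were taken from its ends.

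Receptor genes came from Table S1, with 377 Or, 17 Gr, and 23 Ir genes, of which 360, 9, and 19 passed the count minimum. Symbols for 4090 gene IDs came from the RefSeq gene table supplied with the reference. Lists of 25 ER stress, 10 cell death, 18 cell division, and 5 cytochrome P450 genes passing the count minimum were matched by symbol in place of product name, and were written after the values of Hsc70-3 and Xbp1 had been seen. The genes named are those the study names for these data or as markers, and at each stage up to 3 with the largest rise and up to 3 with the largest fall among those past the threshold, with a mean normalized count of at least 100 in the higher genotype and no overlap between genotypes. Not all of them are printed above. Among the others, LOC105187445 was higher in mutants at D20, with log2 fold changes of 4.54 to 6.37 over 7 fits without 1 library. LOC105187395 was higher at D25, by 4.58 to 6.97 over 7 such fits. LOC105189477, outside the Or family, was at least 59.5-fold lower in mutants at D20.

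The edgeR and DESeq2 steps were tested on simulated data with known changes in 189 to 200 genes per stage, out of 10980 to 10985 tested. edgeR recovered 98 to 100% of the changed genes, with false calls making up 4.52 to 7.04% of its calls. DESeq2 recovered 97.5 to 99.5%, with 8.88 to 15.2% false calls. The simulation gave every gene the same relative spread beyond counting error, a single size of change, and no batch effect. These rates hold for those settings only and were not measured at the spread of the real libraries.

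The tests, the lists of receptor genes, the rule for named genes, and the alternatives were chosen before the data were examined, apart from the symbol lists above, the leaving out of single libraries in the set tests, the set tests of the ER stress list under other models, the adjustment over all 91 set tests of a model, the bounds, and the counts adjusted over a list alone. Alternatives were DESeq2's test, DESeq2's size factors, library size only, no filter, edgeR's filterByExpr, sequencing batch or replicate number as a term, only the libraries of a stage, each library left out in turn, and other gene sets and scalings for the PCA and for scaled expression. The overlap of the stage sets with Table S2 was not computed because some of its cells are incomplete in the copy used, and the GO enrichment was not recomputed. The adult RNA-seq and single-nucleus data were not used here.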

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

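The fits with sequencing batch as a term were planned as alternatives. Their use in this part to weigh batch as a cause was chosen after the result was seen. So were the other tests of batch and every test on the genes outside the Or family and on WT D20 replicate 4.

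The change of the Or genes from D15 to D20 differed between orco mutants and WT (interaction, two-sided fry of limma, unadjusted p of 2.32e-06, adjusted p = 3.02e-05 by Benjamini-Hochberg over 91 set tests), and so did that of orco (interaction −2.48 on the log2 scale), although the latter passed the threshold in only 5 of the 14 fits that each left out 1 library. These were singled out because 2 groups of libraries move differently under the same change of stage. Of 360 Or genes, 181 had a lower interaction at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), and 271 when adjusted over the list alone. Sequencing batch as the whole cause is excluded for the Or genes, whose difference between genotypes at D20 had an unadjusted fry p of 5.12e-09 with batch as a term (adjusted p = 1.55e-07), and mutant libraries lay below WT libraries within batch 1 and within batch 3. For orco, the interaction did not pass the threshold with batch as a term (−2.16, adjusted p = 0.0618, edgeR, Benjamini-Hochberg), so a part played by batch stays open for that gene. The genotype itself remains as a biological explanation. The paper attributes the decline to cell death, for which it gives caspase staining. Counts of RNA do not measure cell death.

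Outside the Or family, 1523 genes differed between mutants and WT at D25 at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), 572 higher and 951 lower in mutants. For these pupal data, the paper compares markers of ER stress between genotypes but reports no gene-by-gene test of the genes outside the Or family. At D20 there were 295, of which 167 also differed at D25, 164 of them in the same direction. A few genes taking most of the counts would move the other genes in one direction. After TMM, which corrects for such genes, 572 were higher and 951 lower. TMM centers the fold changes of most genes, so calls in both directions follow whether or not such genes play a part. The explanation therefore stays open for these 1523 genes. With DESeq2's size factors in place of TMM, 1511 of the 1523 genes were also called. Both normalizations correct for such genes, so their shared calls are no separate test. By library size only, which does not correct for such genes, 1.26% of the genes called at D25 were higher in mutants, against 31.4% with TMM. That scaling shifts all genes alike, so this share does not test the explanation. All mutant D25 libraries and only 1 WT D25 library belong to batch 3, and batch and genotype cannot be told apart for most of these genes, with 449 of the 1523 (29.5%) still called with batch as a term. Of the 35 splits of the 7 D25 libraries, 2 gave as many genes as the 1828 of the real one. The other is the split by batch, with 4009 genes, but with 27 Or genes against 305. Leaving out WT D25 replicate 4, the 1 WT library of batch 3, raised the count at D25 to 3980. Counts are relative within a library, so a higher value can also come from a loss of other cells, which the paper reports for ORNs.

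Hsc70-3 had a normalized count of 12988.6 in WT D25 replicate 4, against 9148 to 9717 in the other WT D25 libraries, a sample far from the others of its group. Mutant D25 libraries, all of batch 3 like this one, reached 11834.3, which batch or genotype could give, and these cannot be told apart because batch 1 holds no mutant D25 library. WT D20 replicate 4 had 308 genes at a count of 1, against 492 to 507 in the other WT D20 libraries. The mutant D20 libraries of batch 3 had up to 354 and the mutant D20 library of batch 1 had 563, which is in line with a difference between batches. Thinning this library to the total of the shallowest WT D20 library left 352, which does not exclude depth as a cause. The gene with the most reads took 4.64% of this library, against 27.1 to 30.6% of the other WT D20 libraries. At the same total, its other genes therefore still had more reads. Of 36 groups of 4 libraries tested for such samples, 2 stood out, and 1.8 would by chance. No biological explanation was tested for either.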

How the results depend on the processing

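The leaving out of single libraries in the set tests, and all other models for the ER stress list, were chosen after seeing the data. Replicate number was tried as a term although 4 of 12 same-numbered pairs of WT and mutant libraries had a correlation above 0.1, within a range of −0.520 to 0.609, so that the numbers do not pair the libraries. For comparisons the text reports as main values, 545 values under an alternative kept their direction and their side of the threshold or stayed within the spread. Of the other main values, 50 moved, 24 became weaker, 11 became stronger, and 12 reversed. The cause of the changes below was not tested, except that fits with fewer libraries have less power by construction.

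The fall of the Or genes at D20 and D25 and the interaction between D15 and D20 kept their direction and stayed past the threshold under camera, library size only, sequencing batch or replicate number as a term, and in every fit that left out 1 library. The difference of scaled Or expression moved beyond its spread by library size only, to −0.359 at D20 and −0.396 at D25.

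The number of genes called between mutants and WT depended on the setting. At D10 it was 10 with DESeq2's size factors, 10 with no filter, 10 with filterByExpr, 41 with library size only, 5 with replicate number as a term, 172 with DESeq2, 0 with batch as a term (442 at an unadjusted p under 0.05), and 0 with only the libraries of the stage (1157 unadjusted). At D15 it was 13 with replicate number, 94 with DESeq2, 0 with batch (760 unadjusted), and 0 with only the libraries of the stage (701 unadjusted). At D20 it was 835 with replicate number and 805 with DESeq2, and at D25 4672 with library size only, 931 with batch, 3604 with replicate number, and 605 with only the libraries of the stage. In the fits that each left out 1 library, the number ran from 0 (without mutant D10 replicate 3) to 159 (without mutant D10 replicate 1) at D10, from 0 (without WT D15 replicate 1) to 19 (without WT D15 replicate 4) at D15, from 329 (without mutant D20 replicate 3) to 717 (without WT D20 replicate 4) at D20, and from 707 (without mutant D25 replicate 1) to 3980 (without WT D25 replicate 4) at D25.

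For orco, the D20 difference passed the threshold with batch as a term (log2 fold change −1.63) and with DESeq2 (−1.34). The rise from D10 to D15 in WT did not pass it with library size only (1.33), no filter (1.26), or replicate number (1.19), and ran from 1.08 (without WT D15 replicate 4) to 1.55 (without WT D15 replicate 3) over 7 fits without 1 library, of which 6 did not pass it. In mutants, it passed with DESeq2 (1.32) and ran from 0.91 to 1.77 (without mutant D10 replicate 3, past it). The fall from D20 to D25 in mutants passed with library size only (−2.29), batch (−1.61), and DESeq2 (−1.53). The interaction between D15 and D20 did not pass with library size only (−2.54), batch (−2.16), or replicate number (−2.52), and ran from −2.69 to −2.20 (without mutant D20 replicate 1) over 14 fits without 1 library, of which 9 did not pass it.

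Hsc70-3 changed sign at D10 with batch (−0.18) and ran from −0.037 (without mutant D10 replicate 3) to 0.10 without 1 library, and at D25 with library size only (−0.56) and batch (−0.026). Xbp1 changed sign at D10 with library size only (0.018) and at D25 with replicate number (0.018), running from −0.42 to 0.16 (without WT D25 replicate 4), and passed the threshold at D20 with batch (−1.32).

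In the set tests (unadjusted fry p of limma, with the threshold applied after adjustment over the tests of the same list), Or genes at D10 gave 0.330 with batch, and 1.47e-04 to 0.0860 (without mutant D10 replicate 3) without 1 library. At D15 they gave 0.00191 under camera, 0.210 toward lower with batch, 0.615 toward lower without mutant D15 replicate 1, and 0.123 to 0.791 without 1 library. The ER stress list gave 0.516 toward higher at D10, 0.379 at D15, and 8.99e-04 toward lower at D25 with library size only, and without 1 library 0.00693 (without mutant D20 replicate 1) to 0.612 at D20 and 0.0217 (without WT D25 replicate 4) to 0.244 at D25.

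Scaled Or expression at D15 ran from −0.108 (without mutant D15 replicate 1) to 0.270. For the PCA, unit variance gave 24.5% on PC1, 21.3% on PC2, 64.0% on PC1 of Or genes, and a stage share of 38.9%, and the 500 genes with the largest variance gave 61.5% on PC1. The stage sets under unit variance stood at 0.951 (WT) and 0.908 (mutant) at D10 for early genes and 0.644 and 0.883 at D20 for late genes.

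Of single genes at D25, grh (LOC105181616) changed sign with replicate number (1.62) and ran from −0.46 to 1.54 (without WT D25 replicate 4). LOC105182650 changed sign with library size only (−0.27) and ran from −0.30 (without WT D25 replicate 4) to 1.69. Mcm2 (LOC105180654) changed sign with replicate number (0.13) and ran from −0.24 to 0.25 (without WT D25 replicate 4), and Syt1 (LOC105183410) from −0.36 to 0.12 (without WT D25 replicate 4). For named genes and group means, further values changed, 62 weaker, 13 stronger, and 4 moved. Depth limits what can be detected most in the 2 shallow mutant D10 libraries, with 3454610 and 5205684 counts. The mutant D25 libraries have at least 45716062 counts, and 198 of 360 Or genes had at most 3 counts in each of them, so that the size of their fall is known only as a bound.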

Differences from the paper's values

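The 12 values read by eye from Fig. 2 did not differ from those computed here under the settings of the Methods. The statements below concern direction and ranking.

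The paper describes the mRNA of orco as dropping after D15 in the mutants, in parallel with the Or genes. In WT, the Or genes showed no such drop, but orco did, by −1.77 on the log2 scale between D15 and D20 (adjusted p = 0.00796, edgeR, Benjamini-Hochberg). It also fell in WT under each of the 5 alternatives, by −1.74 with DESeq2's test to −2.51 with library size only.

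The legend of Fig. 2E places the peak of Or mRNA at D15. In WT, the mean scaled expression was highest at D25, at 0.701 against 0.665 at D15, a difference within the SD of the libraries. By library size only, D15 was highest in WT, at 0.731.

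The paper reports little difference in ER stress markers. Xbp1 passed the threshold at D20 only with sequencing batch as a term (adjusted p = 0.00253, edgeR, Benjamini-Hochberg). A list of 25 ER stress genes, which the paper does not use, was lower in mutants at D15 (fry, adjusted p = 0.0119), but not by library size only (adjusted p = 0.617).

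The Discussion places the peak of orco mRNA at D16. That stage was not sequenced here, and the highest mean among the stages sequenced was at D15.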

Other observations

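In this part, the tests of sequencing batch as a cause were chosen after the result was seen, although the fits with batch as a term were planned. The criterion for library depth at D10 was rewritten after its outcome was known, because the first criterion was met by WT libraries that had not been thinned.

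Other splits of the same libraries show how far the counts of genes between genotypes stand out. At D10, 1 of 10 splits, the real one, gave as many as 22 genes, and 10 splits cannot give a share under 0.1. At D15, 21 of 35 splits gave at least 1 gene, up to 1283 in a split that follows neither genotype nor batch. Splits by batch gave 625 genes for batch 3 and 33 for batch 1. At D20, 2 of 35 splits gave as many as 525 genes. The other was the split by batch, with 1692 genes and 2 Or genes, against 230 Or genes for the real one. Neither D20 nor D25 therefore stands apart from a split by batch in the number of genes, whereas the number of Or genes does.

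Or genes were higher in mutants than in WT at D10. WT D10 libraries thinned to the shallowest mutant library had a mean scaled expression of 0.202, and at most 0.227. The 2 shallow mutant libraries stood at 0.360 and 0.588. Size factors were reduced in proportion to the thinning, so only counting noise could move the thinned values. Counting noise at that depth was too small to give the difference, and other effects of library depth were not tested. Sequencing batch may account for it, since with batch as a term the set test gave an unadjusted fry p of 0.330 (limma, adjusted p = 0.472 by Benjamini-Hochberg), and the 1 mutant library sequenced with the WT libraries lay among them. Developmental timing stays open. Along the axis from WT D10 to WT D15 over genes other than Or genes, where 0 stands for D10 and 1 for D15, mutant libraries lay at 0.0754, 0.254, and 0.467 and WT libraries between −0.0193 and 0.0856, a mean difference of 0.229. The 2 libraries that lie further along are the 2 of batch 2, so batch and timing cannot be told apart. Whether genotype changes timing was not tested apart from this.

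The fall of the Or genes at D25 was weighed against 3 other explanations. A few genes taking most of the counts is excluded, since even by library size only the median log2 fold change of Or genes lay at −4.98 relative to that of all genes. Reads shared between near-identical Or genes are excluded as the whole cause, since the Or genes alone at their locus also fell. Leaving aside genes that Table S3 describes with expression outside ORNs, 9 such genes had a median of −3.05, with 8 of 9 lower in mutants and a range of −8.58 to 0.52, against −5.74 for 270 Or genes in arrays (permutation test over genes, two-sided, p = 0.0467, genes not being independent replicates). With those genes included, a comparison made after the result was seen, 11 of 12 were lower, with a median of −3.45 against −5.16 for 347 (permutation test, two-sided, p = 0.114). These medians are of fitted values. At D25, 198 of 360 Or genes were at the floor in mutants, so the difference from array genes may come partly from the floor. A part played by shared reads may remain. A loss of neurons of every kind alike was weighed by the highest and the lowest neuron marker, nompC and onecut. They moved apart by more than their standard errors, as did nompC and nSyb. This argues against that explanation, but the pair was picked by its values, and all mutant D25 libraries belong to batch 3. nSyb (LOC105189534) changed by −1.52 (standard error 0.22, adjusted p = 1.02e-04, edgeR, Benjamini-Hochberg) and passed the threshold in each of the 7 fits without 1 D25 library. The mechanosensory marker nompC (LOC105188598) changed by 1.35 (standard error 0.52, adjusted p = 0.0759, edgeR, Benjamini-Hochberg), and by 0.94 without mutant D25 replicate 3. The other markers did not pass the threshold either. onecut (LOC105183587) changed by −1.55 (standard error 0.63, adjusted p = 0.0891), fne (LOC105190174) by −0.44 (standard error 0.48, adjusted p = 0.534), and Syt1 (LOC105183410) by −0.13 (standard error 0.32, adjusted p = 0.794), by the same edgeR test with Benjamini-Hochberg adjustment. Without WT D25 replicate 4, these 3 values were −1.003, −0.095, and 0.12. Loss of ORNs in particular, for which the paper gives pupal staining and adult single-nucleus data, is not tested by these counts.

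The 80 Or genes that Table S3 describes with expression outside ORNs had a median log2 fold change of −3.57 at D25, against −5.69 for the 279 others, a difference of 2.12 (permutation test over genes, two-sided, p = 2e-05, the smallest that 100000 permutations can give). These are medians of fitted values. At D25, 198 of 360 Or genes were at the floor in mutants, so part of the difference may come from the floor. In adult antennae, the paper reports such Or genes in surviving cells outside ORNs from bulk and single-nucleus data. Retained expression stays a hypothesis for these pupal counts, since the table rests on adult antennae and genes are not independent replicates.

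At D15, orco was higher in mutants by 1.10 on the log2 scale without passing the threshold. With sequencing batch as a term, the value was 0.52 with a standard error of 0.47, and batch and genotype cannot be told apart for it at this number of libraries.

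WT D15 replicate 2 had 58 genes at a count of 1. WT D15 replicates 1 and 4, thinned to its total, had 440 and 463, and replicate 3, which is shallower and was not thinned, had 451, so depth is excluded as the cause. The cause was not tested further, and no biological explanation was tested.

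Among the other lists at D25, Ir genes were higher in mutants (fry of limma, two-sided, adjusted p = 0.00797 by Benjamini-Hochberg over 91 set tests) and so were Gr genes (adjusted p = 0.0172), with 4 Ir genes higher and 1 lower and 1 Gr gene higher at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg). When adjusted over the list alone, 5 Ir genes were higher and 1 lower, and 0 Gr genes differed. These set tests gave an adjusted p of 0.575 and 0.458 by library size only, and of 0.0434 and 0.0391 with the batch term. At D10, D15, and D20, the adjusted p was at least 0.472 for Ir genes and at least 0.475 for Gr genes. HsIr8a changed by 1.78 (adjusted p = 0.00209) and HsIr76b by −1.73 (adjusted p = 0.00364, both edgeR, Benjamini-Hochberg). The cell death list was lower in mutants at D25 (fry, adjusted p = 0.00161, and adjusted p = 0.00117 with the batch term) and did not pass the threshold at D20 (adjusted p = 0.0781, toward higher). The cell division list did not pass at D10 (adjusted p = 0.0839, toward lower), and at D25 passed by library size only (adjusted p = 0.00208, toward lower). The cytochrome P450 list had adjusted p-values of at least 0.164 between genotypes. Under camera with its preset correlation, the Ir call at D25 held (adjusted p = 0.00150), the Gr call (adjusted p = 0.104) and the cell death call (adjusted p = 0.289) did not, and the cell division list was called lower at D10 (adjusted p = 1.28e-04). Muscle gene Mhc (LOC105191850) changed by 2.71 at D25 (adjusted p = 0.0253, edgeR, Benjamini-Hochberg), with WT libraries spread from 299 to 5904 normalized counts, and did not pass the threshold in 5 of the 7 fits that each left out 1 library. The paper's single-nucleus data of adult antennae had fewer muscle cells in mutants, the opposite direction at another stage and by another measure. All values of this paragraph are relative to the other genes of a library. They cannot tell a rise within cells from a loss of other cells, such as the ORN loss the paper reports.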
